# A next-generation anti-CTLA-4 probody mitigates toxicity and enhances anti-tumor immunity in mice

**DOI:** 10.1038/s41467-025-64081-y

**Published:** 2025-10-10

**Authors:** Weian Cao, Junfan Chen, Yutong Fu, Haitao Jiang, Yu Gao, Huiming Huang, Yang-Xin Fu, Wenyan Wang

**Keywords:** Immunotherapy, Tumour immunology, Molecular engineering

## Abstract

CTLA-4 is a promising target for immune checkpoint inhibition in cancer therapy, with CTLA-4 blockade achieving prolonged overall survival for responding patients. However, the progressively elevated doses of anti-CTLA-4 agents, aimed at achieving better efficacy, result in increased toxicities, limiting their clinical applications. Here, we generate a prodrug design of the anti-CTLA-4 antibody, named ProCTLA-4, by folding the Fab fragment of the antibody in a tumor-associated protease-based manner. In preclinical mouse models, ProCTLA-4 effectively depletes suppressive regulatory T cells within the tumor microenvironment and enhances tumor-associated antigen-specific CD8^+^ T cell responses, while exhibiting reduced toxicity compared to currently available CTLA-4 blockade approaches. Furthermore, compared to the currently used Probody therapeutics for anti-CTLA-4 (BMS986288), ProCTLA-4 has more advantages in efficacy amplification, such as in poor immunogenic melanoma. Our design establishes an alternative paradigm for antibody agents that limits the emergence of immune-related adverse events (irAE) while increasing therapeutic efficacy.

## Abstract (web summary)

Anti-CTLA4-based immunotherapy enhances anti-tumor responses, but severe immune-related adverse events limit its therapeutic application. Here, the authors develop ProCTLA-4, an anti-CTLA4 prodrug sensitive to matrix metalloproteinase activity, that achieves promising control over tumor growth across several preclinical mouse models while limiting systemic toxicity.

## Introduction

Cytotoxic T lymphocyte antigen 4 (CTLA-4) is one of the important immune checkpoints on activated T cells. It shares the ligands of CD80/86 with CD28, which forms a bidirectional signal for regulating T cells. As the co-stimulatory receptor, CD28 strengthens the first signal that activates T cells, enabling T cells to further proliferate and differentiate. CTLA-4 can limit the activation signal of CD28 by competing for its ligands, CD80/CD86, with much higher affinity. Disrupting the binding of CD80/CD86 to the inhibitory receptor CTLA-4 to enhance their engagement with CD28 is critical for eliciting T cell responses in the tumor microenvironment (TME). Thus, the classic immune checkpoint blockade theory holds that the blockade of CTLA-4 releases CD80/CD86 from inhibitory sequestration to potentiate T cell-driven anti-tumor responses^1,2^.

Furthermore, CTLA-4 is highly expressed on regulatory T cells (Treg) but relatively low on activated T cells within TME. Some studies have shown that the preferential depletion of Tregs within TME by CTLA-4 antibody is also an important anti-tumor mechanism, which depends on antibody-dependent cell-mediated cytotoxicity (ADCC) via Fc-receptor^3^. By eradicating Tregs, the immunosuppressive environment is converted, and the TME is driven towards a more pronounced anti-tumor activation state.

Tumor immunotherapy, and particularly strategies targeting immune checkpoints, has made remarkable progress in the clinic in recent years. Antibody therapies against CTLA-4, programmed cell death 1 (PD-1), and its ligand PD-L1 serve as the leading regimens^4^. While anti-PD-1 antibodies have been widely used in dozens of tumor types, ipilimumab (anti-CTLA-4, Ipi) is only approved for a few types of cancer, since its severe immune-related adverse events (irAE) reach 60% in patients with 3-4 grades at therapeutic doses^5^. Most observed toxicities are rash, hepatotoxicity, cytokine storm, colitis, or cardiovascular alteration^5–7^. Reducing the dose could attenuate its toxicity but also diminish its efficacy. Conversely, increasing the dose makes it difficult for most patients to recover from severe irAEs. This has significantly limited the clinical application of the CTLA-4 antibody^8,9^. Once patients respond to CTLA-4 antibody and recover from the toxicity, almost 90% of them could have prolonged survival over ten years^10^. CTLA-4 antibody can synergize with PD-1 antibody to improve clinical efficacy, but concurrently induce more severe toxicity. Therefore, how to restrict the irAEs induced by CTLA-4 antibody while improving the therapeutic effect is a crucial issue that needs to be solved urgently.

A recent approach to overcoming irAEs of antibodies involves designing proteolytically mediated prodrugs, called Probody therapeutics. A probody consists of a 10–20 amino acid-long masking peptide linked to the N-terminal of the light chain of the antibody and a protease-cleavable linker as the connecting element. In peripheral tissues, the function of the antibody is blocked by the masking peptide from the target binding. Once the antibody reaches the TME, the linker will be cleaved by the proteases in the tumor and thereby release the antibody to the targets^11^. The CTLA-4 targeted probody with ADCC-enhanced Fc (BMS-986288) demonstrated reduced toxicity compared to Ipi^12,13^. The phase II clinical trial was completed in 2024 (NCT03994601). However, for reasons not explicitly stated, BMS was not intended to continue the development of BMS-986288 beyond the phase II study^14^.

In this study, we introduce ProCTLA-4, an alternative prodrug design for the CTLA-4 antibody based on limiting the binding affinity via a protease-cleavable linker. ProCTLA-4 exhibits not only reduced toxicity but also enhanced anti-tumor efficacy in both murine and humanized models. This strategic approach for probody design has the potential to reduce the toxicity and enhance the efficacy of antibody-based therapeutics.

## Results

### The ProCTLA-4 antibody exhibits reduced toxicity

Concerning the limited blocking effort of peptide or induced additional antigen in vivo, we designed an advanced version of ProCTLA-4 with reduced affinity in the periphery, which can be restored in the TME. To limit the binding site targeted by the variable domain of heavy chain (VH) and light chain (VL), we attempted to fold the VH to link with the C-terminal of the constant domain of light chain (CL), which led to a distance between VH and VL. At the junction between CL and VH, we have inserted a matrix metalloproteinase (MMP) cutting site flanked with additional linkers in combination so that VH can be released by MMP protease cleavage in the TME (Fig. 1a and Supplementary Fig. 1a–c)^15^. Before examining the antigen-binding capacity of ProCTLA-4 antibody, we first tested the cleavage efficacy of the MMP linker. The ProCTLA-4 antibody was co-incubated with MMP14 protease for 24 h in vitro and then subjected to SDS-PAGE electrophoresis. As shown in Supplementary Fig. 1b, over 80% of the ProCTLA-4 antibody was cleaved by MMP14 protease. To investigate the binding properties, the binding of Ipi and ProCTLA-4 to a human CTLA-4 overexpressing cell line (hCTLA-4) was measured in the context of cleavage by MMP14. It was found that the affinity of ProCTLA-4 was roughly 14 times weaker compared to that of Ipi. However, the affinity of ProCTLA-4 post digestion by MMP14 was comparable to that of Ipi (Fig. 1b). This suggests that ProCTLA-4 inherently has a lower binding affinity, yet this affinity can be restored following MMP digestion. To test the in vivo drug distribution, we fluorescently labeled the ProCTLA-4 and monitored the fluorescence intensity at the tumor site following drug injection. In comparison with Ipi, the ProCTLA-4 antibody manifested a more concentrated and prolonged presence in the tumor site for up to 96 h after injection (Supplementary Fig. 1e, f), suggesting an enhanced local enrichment of ProCTLA-4 rather than its dissipation in the periphery. To evaluate the pharmacokinetics of ProCTLA-4 and Ipi, antibodies were administered intraperitoneally to human CTLA4 knock-in (hCTLA4-KI) mice, and the concentration was monitored in serum within 12 days. As shown in Supplementary Fig. 1g, ProCTLA-4 reached the peak concentration quickly in 3 h and remained at the peak concentration for a much longer time than Ipi did in the following 6 days.

**Fig. 1:**
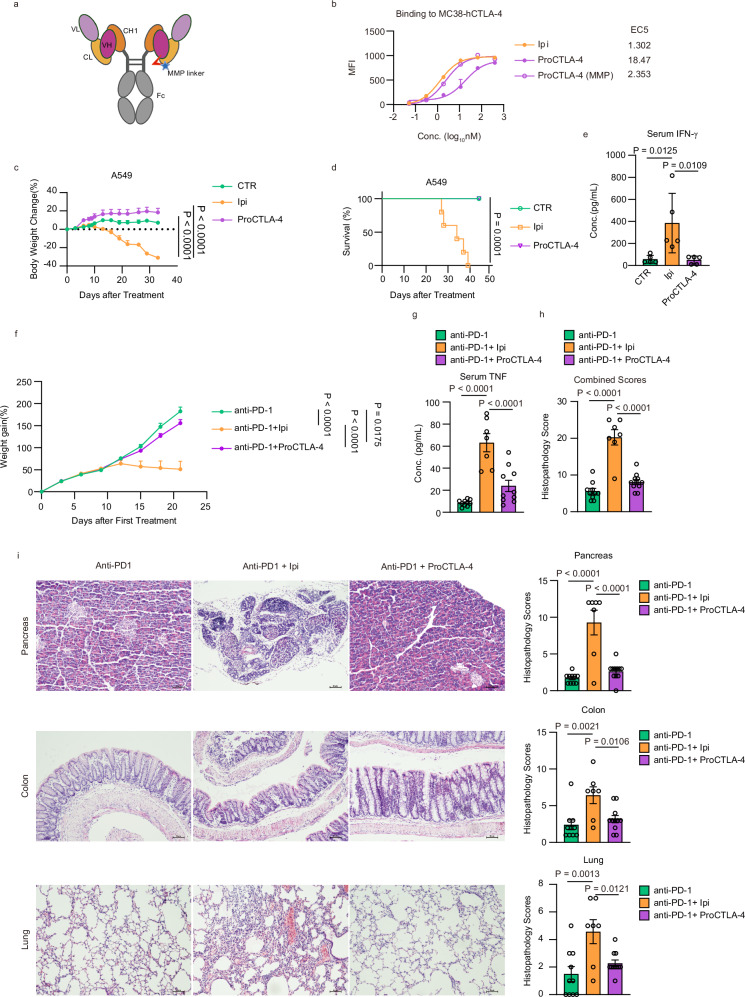
ProCTLA-4 antibody shows improved toxicity. **a** Schematic structure of ProCTLA4 antibody, which was created with BioRender (https://BioRender.com/90qugj2). **b** Human CTLA-4-overexpressing MC38 cells (MC38-hCTLA-4) were incubated with serial dilutions of Ipilimumab (Ipi), ProCTLA-4 antibody and MMP-digested ProCTLA-4 antibody (ProCTLA-4(MMP)). Protein binding to MC38-hCTLA-4 was detected by flow cytometry. **c**–**e** A549 tumor-bearing male NSS mice were transferred 5 million human peripheral blood mononuclear cells (PBMC) via intravenous injection (i.v.) on day 8 after tumor inoculation and were intraperitoneally (i.p.) treated with PBS or 200 μg Ipi or equimolar ProCTLA4 (*n* = 5/group) on days 9, 12 and 15 after tumor inoculation. The percentage of body weight change (**c**), the percentage of survival curve (**d**), and the level of IFN-γ in serum (**e**) were measured. **f**–**i** 10-day-old female and male hCTLA-4 KI mice were treated i.p. with anti-PD-1, anti-PD-1 plus Ipi, or anti-PD-1 plus ProCTLA-4 (*n* = 10/group), respectively, at a dose of 100 μg on days 10, 13, 16, and 19 after birth. Mice were euthanized on day 21 after the first treatment for analysis. The body weight change after treatment was measured (**f**). TNF (**g**) in serum was analyzed by CBA. Composite histopathology scores of the multi-tissues (**h**) are shown. Representative images of H&E-stained paraffin sections from the pancreas, colon and lung (**i**) are shown (anti-PD-1 (*n* = 10), anti-PD-1 plus Ipi (*n* = 7), or anti-PD-1 plus ProCTLA-4 (*n* = 10)). Scale bar, 50 μm. All data are representative of two or three independent experiments. Statistical analysis was performed using non-linear best fits (**b**), two-way ANOVA with Tukey’s multiple comparisons test (**c**,** f**), log-rank (Mantel-Cox) test (**d**) or ordinary one-way ANOVA with multiple comparisons test (**e**,** g**,** h**).

To compare their toxicity at the therapeutic dose (10 mg/Kg), we established a peripheral blood mononuclear cell (PBMC) transferred NSS mouse model to evaluate the toxicity of the antibodies. After continuous antibody administration, the Ipi antibody induced severe toxicity, which was manifested as weight loss exceeding 20%, cytokine storm with elevated IFNγ release in the serum, and a 100% mortality rate within 40 days after treatment. In contrast, the ProCTLA-4 antibody demonstrated remarkable safety, with no weight loss or cytokine storm, and a 100% survival rate (Fig. 1c–e). To further evaluate the potential autoimmune tissue damage, we compared ProCTLA-4 and Ipilimumab in young hCTLA4-KI mice combined with anti-PD-1 treatment to sensitize the mice to irAE as reported before^16^. With the anti-PD-1 combination, Ipi induced severe body weight loss and a high level of TNF in serum, but ProCTLA-4 did not (Fig. 1f, g). Furthermore, Ipi elicited severe multi-tissue inflammation, which was manifested as pancreatitis, colitis, pulmonary fibrosis, and hemorrhage. In contrast, ProCTLA-4 exhibited lower pathological scores representing improved tissue inflammation (Fig. 1h, i). Accordingly, the low-affinity ProCTLA-4 enhanced local enrichment of antibody in the tumor and showed reduced systemic toxicity.

### Low-affinity ProCTLA-4 exhibits enhanced anti-tumor efficacy

The reduced affinity led to a substantially decreased toxicity of ProCTLA-4 antibody, prompting us to question whether the anti-tumor efficacy had been compromised. To assess the efficacy, hCTLA4-KI mice were inoculated with immunogenic colon cancer (MC38) or poor immunogenic melanoma (B16F10) and then treated with Ipi or ProCTLA-4 antibody. In the MC38 model, tumors relapsed relatively early in the Ipi treatment group (Fig. 2a). In contrast, ProCTLA-4 therapy could result in a higher rate of tumor regression without relapse (Fig. 2a, b). Further, we tested the dose gradient of ProCTLA-4 in the MC38 tumor model. The EC50 was calculated by the proportion of regression upon ProCTLA-4 treatment in vivo in about 40 μg (Supplementary Fig. 2). While B16F10 is always considered as ICB therapy resistant^17^, ProCTLA-4 still demonstrated greater effectiveness in tumor control compared to the Ipi treatment (Fig. 2c). To further explore the clinical application potential of this antibody, we established humanized mice model through CD34^+^ stem cell transplantation and subsequently inoculated A549 tumor cells. The Ipi antibody exhibited limited efficacy in tumor suppression, whereas the ProCTLA-4 antibody was capable of effectively controlling tumor growth (Fig. 2d). To elucidate the in vivo mechanism underlying ProCTLA-4, we additionally expressed the anti-mouse CTLA-4 antibody and its pro-form based on the sequence of clone 4F10^18^ (Supplementary Fig. 1b). Both in the MC38 and CT26 tumor models, the pro-mCTLA-4 antibody exhibited superior tumor control efficacy compared to that of the mCTLA-4 antibody (Fig. 2e, f). These data demonstrated that the low-affinity ProCTLA-4 antibody possessed not only the advantage of improved safety but also enhanced anti-tumor efficacy.

**Fig. 2:**
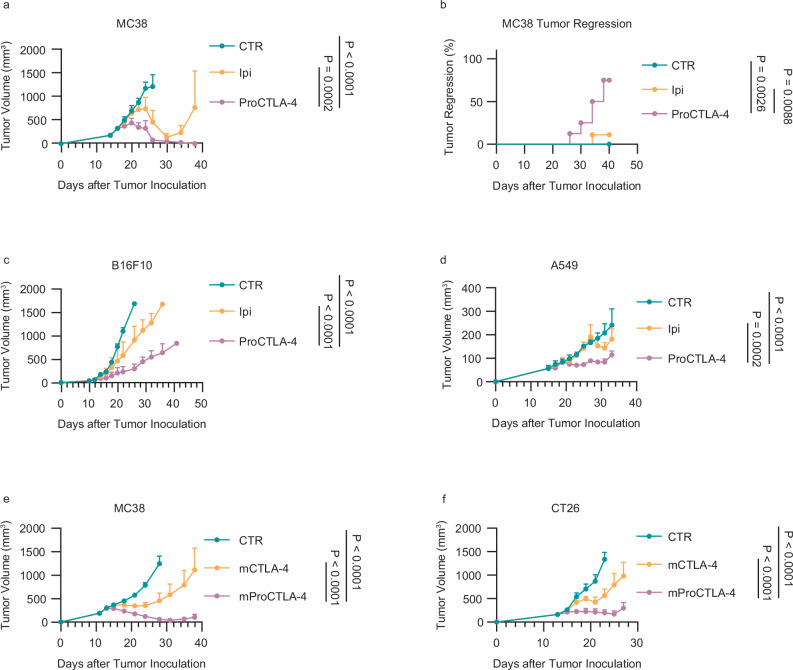
ProCTLA-4 shows better efficacy in tumor controlling. **a**,** b** MC38 tumor-bearing male hCTLA-4 KI mice were i.p. treated with PBS (CTR) (*n* = 8), 100 μg Ipilimumab (Ipi) (*n* = 9) or equimolar ProCTLA-4 (*n* = 8) on days 14, 17, and 20. The tumor growth (**a**) and the percentage of tumor regression (**b**) were recorded. **c** B16F10 tumor-bearing male hCTLA-4 KI mice were treated with CTR, 100 μg Ipi, or equimolar ProCTLA-4 (*n* = 5/group) on days 12, 15, 18, 21. The tumor growth was measured. **d** A549 tumor-bearing humanized male NSG-SGM3 mice engrafted with CD34^+^ human hematopoietic cells were i.p. treated with CTR (*n* = 3), 100 μg Ipi (*n* = 4), or equimolar ProCTLA-4 (*n* = 4) on days 15, 18, 21 and 24. The tumor growth was monitored. **e** MC38 tumor-bearing male C57BL/6 mice were i.p. treated with CTR, 100 μg anti-mouse CTLA4 antibody (mCTLA-4), or equimolar mouse ProCTLA-4 (mProCTLA-4) (*n* = 6/group) on days 11 and 200 μg mCTLA-4 or equimolar mProCTLA-4 on day14. The tumor growth was recorded. **f** CT26 tumor-bearing male BALB/c mice were treated with CTR, 100 μg mCTLA4, or equimolar mProCTLA-4 (*n* = 5/group) on day 13. Tumor growth was measured. Data in panels (**a**, **b**) are pulled from two independent experiments. Data in panels (**c**–**f**) are representative of two independent experiments. Statistical analysis was performed using two-way ANOVA with Tukey’s multiple comparisons test (**a**,** c**–**f**), or log-rank (Mantel-Cox) test (**b**).

### The ProCTLA-4 depletes ICOS-high, super-inhibitory Treg cells

Although the anti-CTLA-4 antibody exerts an immune checkpoint blockade effect, the selective depletion of Treg cells within TME rather than in the periphery might be crucial in balancing efficacy and toxicity of anti-CTLA-4. CTLA-4 is highly expressed on Treg cells, particularly on those within the TME^19^. Given the concentrated distribution of ProCTLA-4 in the tumor site, we examined the proportion of Treg cells in both TME and the peripheral tissues following ProCTLA-4 treatment. Compared with the CTLA-4 antibody, ProCTLA-4 led to a more enhanced depletion of Treg cells within the TME. However, the percentages of Treg cells in the draining lymph nodes (dLN) and spleen remained unaffected by either the anti-CTLA-4 or ProCTLA-4 antibody (Fig. 3a, b and Supplementary Fig. 3a). 

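The single-cell libraries came from MC38 tumors, a mouse colon carcinoma line, grown in male C57BL/6J mice. Mice received PBS as control (CTR), 100 μg of an antibody to mouse CTLA-4 with enhanced ADCC (CTLA-4), or ProCTLA-4 of the same enhanced form in an equimolar amount, on days 11 and 14 after inoculation, and tumors were collected on day 17. The tumors of 5 mice were pooled in each group before live CD45+ cells were sorted and loaded for droplet sequencing. Each group was therefore 1 library, and there were no replicates. In these libraries each captured transcript carries a molecular identifier (UMI). The authors counted the UMIs of each gene in each cell barcode with Cell Ranger against the mm10 mouse genome and deposited the counts without normalization. The CTR library held 21399 barcodes with 410081428 UMIs in all and a median of 17839 UMIs per barcode. The CTLA-4 library held 24938 barcodes with 377824560 UMIs and a median of 14306. The ProCTLA-4 library held 20738 barcodes with 430118242 UMIs and a median of 16838. The filters in the paper's methods were applied, which exclude barcodes with fewer than 200 detected genes, more than 50000 UMIs or more than 5% of UMIs on mitochondrial genes. They left 20482 cells in CTR, 24580 in CTLA-4 and 19295 in ProCTLA-4. The upper limit on UMIs took out 1161 barcodes of ProCTLA-4, against 371 of CTR and 93 of CTLA-4. Doublets, which are barcodes that hold more than a single cell, were kept, and removing the cells with the highest doublet scores was tried as an alternative. Shares of cells are given with exact binomial (Clopper-Pearson) 95% confidence intervals and sums of UMIs with exact Poisson 95% intervals. Both cover counting error only and leave out the variation between mice, which a pooled library cannot show. The Poisson intervals also leave out the variation between cells. No test between groups was run, and differences are described as larger than, or within, these intervals.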

To dissect the alterations in the immune microenvironment induced by ProCTLA-4, we carried out single-cell sequencing of CD45^+^ cells in the TME. 

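The 64357 cells that passed the filters were clustered together on 2000 variable genes and 30 principal components, which gave 29 clusters. Each cluster was named from a fixed list of marker genes, so the names are rebuilt and are not the annotation behind Fig. 3c. T/NK-like clusters were led by Themis, Cd3g, Trac, Gzmc and Gzma, and neutrophil-like clusters by S100a9, G0s2 and S100a8. Of the monocyte-like clusters, the largest was led by Il6, Inhba and Met, another by Plac8, Hp and Ifitm6, and another by the interferon-induced genes Ifit2, Rsad2 and Ifit3. Macrophage-like clusters were led by Apoe and C1qc, by Ccl12 and Fcrls, by Chil3 and Areg, by genes of the cell cycle or DNA replication (Top2a, Ube2c, Mcm3), by Retnla and Lyz1, by Rccd1 and Clec1a, by Hist1h4i and Gdf15, or, in cluster 8, by the heat shock genes Hspa1a and Hspa1b. Cluster 9, led by Mmp13, Gm15726 and Cd36, was also named macrophage-like, at a score of only 0.0250. It rose from 0.327% of CTR to 5.87% of CTLA-4 and 7.38% of ProCTLA-4. The DC-like cluster was led by Ccl22, Ccr7 and Fscn1. A fibroblast-like cluster of 1560 cells was led by Hmga2, Cald1 and Sox9. Ptprc, which encodes CD45, had a UMI in 30.1% of these cells at a median of 29376 UMIs per cell, against 98.3% of macrophage-like cells at a median of 18042. No cluster was named from the markers of carcinoma cells, B cells, mast cells or endothelial cells. Some clusters were kept out of every class by limits set after the clusters had been seen. Cluster 4, led by Ccl17, Il1r2 and Mgl2, held 7.59% of the cells of CTR, 7.05% of CTLA-4 and 4.28% of ProCTLA-4. Cluster 7, led by Iigp1 and Cxcl9, held 2.49%, 11.7% and 2.81%, so it was mostly a cluster of the CTLA-4 library. Cluster 16, whose median was 1273 UMIs per cell, held 3.86%, 1.75% and 2.26%. Clusters 27 and 28, of 130 and 30 cells, were also left unnamed. All unnamed cells together made up 14.1% (95% interval 13.6 to 14.6) of CTR, 20.6% (20.1 to 21.2) of CTLA-4 and 9.77% (9.35 to 10.2) of ProCTLA-4.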

Following data pre-processing and quality control, the cells were partitioned into six major clusters and classified by representative marker genes (Fig. 3c). Overall, ProCTLA-4 treatment induced more T/NK cells, neutrophils, and monocytes infiltration, compared to the control tumor, even more than anti-CTLA-4 treatment. In contrast, the frequency of tumor-associated macrophages showed a notable decrease in the ProCTLA-4-treated tumor (Fig. 3d).

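T/NK-like cells were 376 of the 20482 cells of CTR, or 1.84% (95% interval 1.66 to 2.03). They were 1079 cells or 4.39% (4.14 to 4.65) in CTLA-4, and 3541 cells or 18.4% (17.8 to 18.9) in ProCTLA-4. The ProCTLA-4 share was 10.0 times that of CTR (8.99 to 11.1), and it was above that of CTLA-4 by more than the counting error. Neutrophil-like cells were 0.288% (0.219 to 0.371) of CTR, which was 59 cells, 3.72% (3.49 to 3.96) of CTLA-4 and 10.1% (9.72 to 10.6) of ProCTLA-4. Monocyte-like cells were 5.79% (5.47 to 6.12) of CTR, 20.5% (20.0 to 21.0) of CTLA-4 and 31.3% (30.6 to 31.9) of ProCTLA-4. For all 3 cell classes the order of the libraries was CTR, then CTLA-4, then ProCTLA-4, each step larger than the intervals. Among the alternatives, naming each cell on its own in place of its cluster moved the differences in T/NK-like cells between ProCTLA-4 and the other libraries most. T/NK-like cells were then 0.342% of CTR, 1.96% of CTLA-4 and 10.7% of ProCTLA-4, with the order kept.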

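Macrophage-like cells were 73.6% (95% interval 73.0 to 74.2) of the cells of CTR, 46.4% (45.7 to 47.0) of CTLA-4 and 23.3% (22.7 to 23.9) of ProCTLA-4. From CTR to ProCTLA-4 the share fell by 50.3 percentage points, far beyond counting error. In cell numbers these were 15079, 11398 and 4498 cells. Fibroblast-like cells, which also lie outside the classes said to increase, were 3.54% (3.29 to 3.80) of CTR, 1.90% (1.73 to 2.08) of CTLA-4 and 2.00% (1.81 to 2.21) of ProCTLA-4. The share of macrophage-like cells depended on how clusters were named. Naming each cell on its own gave 92.1% in CTR, 74.9% in CTLA-4 and 40.0% in ProCTLA-4, and clustering at resolution 2 gave 60.4%, 31.6% and 12.3%.

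**Figure D1:**
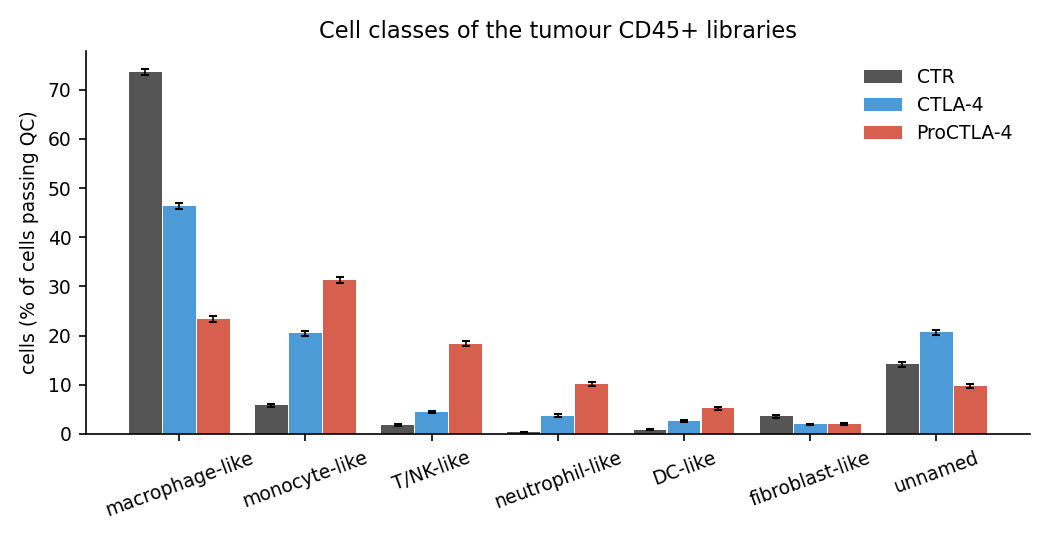
Share of each cell class in the CTR, CTLA-4 and ProCTLA-4 libraries, in percent of the cells that passed the filters, with error bars for the exact binomial 95% interval of counting error. The macrophage-like bar falls from 73.6% in CTR to 23.3% in ProCTLA-4, and the bars of T/NK-like, monocyte-like and neutrophil-like cells rise in the same order of libraries.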

**Fig. 3:**
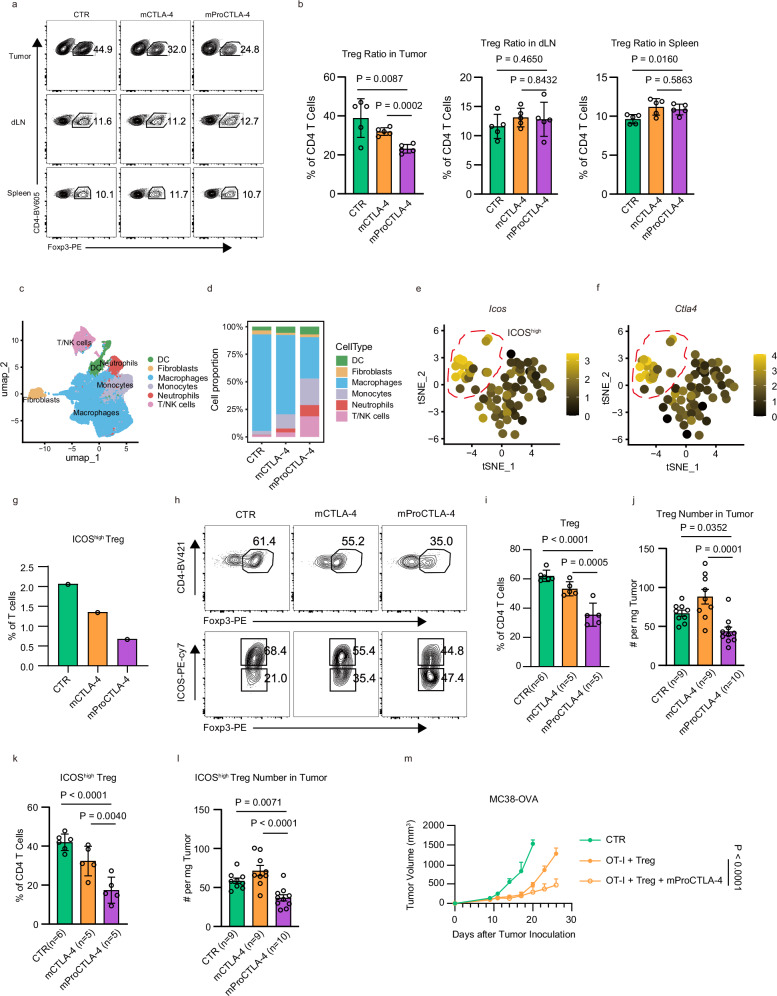
ProCTLA-4 prefers to deplete super-inhibitory Treg in TME. **a**, **b** MC38 tumor-bearing male mice were treated i.p. with CTR, 40 μg anti-mouse CTLA4 antibody (mCTLA-4), or equimolar mouse ProCTLA-4 (mProCTLA-4) (*n* = 5/group) on day 11 after tumor inoculation. 2 days later, Treg cells from the tumor, spleen, and dLN were analyzed by flow cytometry. The representative plot (**a**) and the frequency of Treg cells (**b**) from different treatment groups were shown. **c**–**g** Tumor-infiltrating CD45^+^ immune cells isolated from MC38 tumor-bearing male mice with different treatment (CTR, mCTLA-4, mProCTLA-4) were analyzed by scRNA-seq. **c** UMAP visualization of merged total CD45^+^ cells from three treatment groups. **d** Bar plot depicting the cell percentages of each cell type as a proportion of total cells. Feature plot illustrating gene expression of ICOS (**e**) and CTLA-4 (**f**) in Foxp3^+^ Treg cells. **g** Bar plot depicting the cell percentages of ICOS^high^ Treg cells within total CD3^+^ T cells. **h**–**j** MC38 tumor-bearing male mice were treated i.p. with CTR, 10 μg mCTLA4, or equimolar mProCTLA4 on day 11 after tumor inoculation. 2 days after the treatment, the total Treg cells and ICOS^high^ Treg cells (**h**) from tumors were analyzed by flow cytometry. The frequency and absolute number of total Treg cells (**i**,** j**) and ICOS^high^ Treg cells (**k**,** l**) was quantified. **m** Female Rag1^-/-^ mice (*n* = 5/group) were i.v. transferred with Tregs. 3 days post-transfer, the mice were challenged s.c. with MC38-OVA. Activated OT-Ι T cells were transferred 4 days later. 5 days after OT-Ι transfer, mice were treated with 100 μg mProCTLA-4 every three days for three times, and the tumor curve was monitored. Data in panels (**b**,** i**–**m**) representative of two independent experiments. Statistical analysis was performed using ordinary one-way ANOVA with multiple comparisons test (**b, i**–**l**), or two-way ANOVA with Tukey’s multiple comparisons test (**m**).

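Treg cells were gated from the T/NK-like cells, as cells with at least 1 UMI each of Cd3e, Cd4 and Foxp3. The paper's methods use the same genes to identify a cluster of Treg cells and state no such rule for single cells. Foxp3 (ENSMUSG00000039521) lies on chromosome X of GRCm38 from 7573644 to 7595245, Cd4 (ENSMUSG00000023274) on chromosome 6 from 124864692 to 124888221, and Cd3e (ENSMUSG00000032093) on chromosome 9 from 44998740 to 45009627. Cd3e had a UMI in 67.5% of T/NK-like cells at a median depth of 18178 UMIs, and in 1.01% of fibroblast-like cells at a median depth of 29402, which gives the level of background. Foxp3 had a UMI in 2.20% of T/NK-like cells and 0.253% of fibroblast-like cells. Cd4 had a UMI in 13.4% and 0.507% of the same cells. Of the cells with Cd3e, 211 in CTR, 748 in CTLA-4 and 2411 in ProCTLA-4, the Treg gate held 29 cells in CTR or 13.7% (95% interval 9.40 to 19.1). It held 15 cells in CTLA-4 or 2.01% (1.13 to 3.29), and 27 cells in ProCTLA-4 or 1.12% (0.739 to 1.63). This share was below CTR in both treated libraries by more than the counting error, and the difference between the treated libraries was within it. With doublets removed the share was 2.70% in CTLA-4 and 1.32% in ProCTLA-4, a difference that was then beyond counting error. With every cell thinned to 3000 UMIs, the difference between ProCTLA-4 and CTR was −2.00 percentage points with an interval from −7.77 to 0.0700, and so within counting error. The fall came with a rise of the cells with Cd3e, from 1.03% of all cells in CTR to 3.04% in CTLA-4 and 12.5% in ProCTLA-4. As a share of all cells, chosen after the values were seen, Treg cells were 0.142% (0.0948 to 0.203) of CTR, 0.0610% (0.0342 to 0.101) of CTLA-4 and 0.140% (0.0922 to 0.204) of ProCTLA-4. On that scale ProCTLA-4 did not differ from CTR by more than the counting error, and it was above CTLA-4, by 0.0789 percentage points (0.0169 to 0.148). Icos (ENSMUSG00000026009) lies on chromosome 1 from 60977927 to 61000320. It had a UMI in 74.3% of T/NK-like cells and in 1.39% of fibroblast-like cells. The 71 Treg cells were divided at a log-normalized Icos level of 2.0, which gave 24 ICOS-high and 47 ICOS-low cells. The level of Icos, in UMIs scaled by the sum of all UMIs of the group (CPM), was 1218 (1102 to 1341) in the first and 271 (245 to 299.5) in the second, a difference that the division itself makes. ICOS-low cells had a median of 26686 UMIs per cell and ICOS-high cells 10687. More than 1% of the UMIs fell on a list of 18 myeloid genes in 93.6% of ICOS-low cells, against 37.5% of ICOS-high cells.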

Treg cells were classified into two subsets according to their expression profiles, namely ICOS-high and ICOS-low expressing Treg cells (Fig. 3e). ICOS-high Treg cells are regarded as the super-inhibitory Tregs, which displayed higher proliferation and production of IL-10^20^. 

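Ctla4 (ENSMUSG00000026011) lies on chromosome 1 of GRCm38 from 60887000 to 60915832, on the same strand as Icos and next to it in the files' gene order. Summed over the 3 libraries, its level was 1325 CPM (95% interval 1204 to 1454) in the 24 cells with high Icos and 440.2 (407 to 476) in the 47 cells with low Icos, a ratio of 3.01 (2.66 to 3.40). Per 100 UMIs of 5 T cell receptor genes, a scale chosen after the values were seen that RNA of myeloid cells leaves alone, the ratio was 1.19 (70.4 against 59.2). In the cells with more than 1% myeloid UMIs the order on this scale was reversed, at 45.2 against 61.5. Moving the Icos limit changed the ratio in CPM most, to 6.43 at a limit of 2.5 and to 2.49 at a limit of 1.5. Both groups were above the other cells with Cd3e, at 215 CPM. ICOS-high cells were 9 of 211 cells with Cd3e in CTR, or 4.27% (1.97 to 7.94), 5 of 748 in CTLA-4, or 0.668% (0.217 to 1.55), and 10 of 2411 in ProCTLA-4, or 0.415% (0.199 to 0.761). From CTR to ProCTLA-4 this share fell by 3.85 percentage points (interval −7.53 to −1.53). As a share of all cells, chosen after the values were seen, ICOS-high cells were 0.0439% (0.0201 to 0.0834) of CTR, 0.0203% (0.00661 to 0.0475) of CTLA-4 and 0.0518% (0.0249 to 0.0953) of ProCTLA-4, with overlapping intervals, so that no fall was seen on that scale. Among cells with Cd3e the difference between ProCTLA-4 and CTLA-4 was −0.254 percentage points with an interval from −1.16 to 0.315, so that it was not detectable at this depth. It stayed within counting error when the Icos limit was moved, when Cd4 was not required, when all cells were gated, when doublets were removed, and when every cell was thinned to 3000 UMIs.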

Since the ICOS-high Tregs also showed higher expression of CTLA-4 (Fig. 3f), the proportion of this subset was decreased upon ProCTLA-4 treatment compared to CTLA-4 therapy (Fig. 3g). To validate the alterations in Treg cells, we examined the Treg cells within the TME following the antibody treatment. Our findings revealed that a low dose of ProCTLA-4 was still capable of depleting Treg cells, but the CTLA-4 antibody failed to do so (Fig. 3h–j). Notably, ProCTLA-4 exhibited a preference for depleting ICOS-high Treg cells both in proportion and absolute number (Fig. 3k, l), but did not impact the conventional CD4^+^ T (CD4_conv_) cell population (Supplementary Fig. 3b), as suggested by the single-cell RNA sequencing. To determine whether the depletion of ICOS-high Tregs was dependent, we constructed mProCTLA-4 with a mutant Fc that lacked the ADCC effect (mProCTLA-4_no ADCC_)^21^. ProCTLA-4_no ADCC_ failed to control MC38 tumor growth and showed no effects on ICOS-high Treg depletion (Supplementary Fig. 3c, d). To further confirm the Treg dependency in ProCTLA-4 treatment, OT-Ι cells with Tregs were transferred to Rag1^-/-^ mice upon ProCTLA-4 treatment. Without the CD4_conv_ T cells, ProCTLA-4 could still show sufficient tumor-controlling effect, which indicated that the efficacy of ProCTLA-4 depended on Treg cells (Fig. 3m). These data suggest that ProCTLA-4 might be more effective in reducing suppressive CTLA-4^+^ Treg cells than regular anti-CTLA-4 antibody.

### ADCC-enhanced ProCTLA-4 displays augmented anti-tumor efficacy

Although ProCTLA-4 has demonstrated more potent anti-tumor activity by Tregs depletion, some tumors would still relapse in the long term after discontinuing treatment with the antibody. Therefore, it is necessary to improve depletion efficacy further. Fut8 is the crucial enzyme responsible for attaching fucose to an N-glycan. The existence of core fucose on the Fc region of antibodies has been demonstrated to impact ADCC effect and diminish the depletion efficacy of antibodies^22^. Hence, we employed Fut8 knockout CHO cells for the expression of antibodies, thereby obtaining the Ipi and ProCTLA-4 antibodies with enhanced ADCC activity. To verify the ADCC effect, the antibodies were co-incubated with ADCC reporter cells, and the downstream signals were monitored. Through evaluation based on EC50, it was revealed that the ProCTLA-4_ADCC_ antibody exhibited a five-fold augmentation in ADCC effect in comparison to ProCTLA-4, even a 200-fold enhancement over the Ipi and Ipi_ADCC_ antibodies (Fig. 4a). Subsequently, we investigated the anti-tumor efficacy of the antibodies with enhanced ADCC activity in the MC38 and B16F10 tumor models. In MC38 tumors, low dosage of ProCTLA-4_ADCC_ manifested more potent tumor-controlling capabilities than either the formal ProCTLA-4 or the Ipi_ADCC_, enabling the tumors to achieve complete regression (Fig. 4b). In the case of the “cold” tumor B16F10, ProCTLA-4_ADCC_ managed to keep the tumor in a progression-free state for over 30 days, performing even better than the ADCC-enhanced Ipi antibody (Fig. 4c). Furthermore, in the humanized mice model, ProCTLA-4_ADCC_ still showed the strongest tumor-controlling ability (Fig. 4d).

**Fig. 4:**
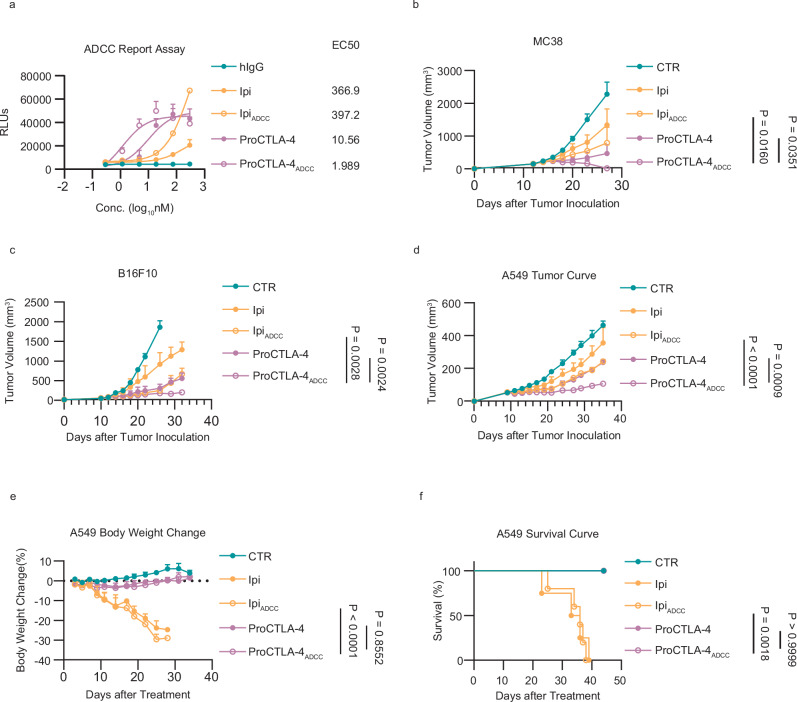
ProCTLA-4 with ADCC enhanced Fc is boosted for anti-tumor efficacy. **a** MC38-hCTLA-4 cells were incubated with serial dilutions of Ipilimumab (Ipi), ADCC-enhanced Ipilimumab (Ipi_ADCC_), ProCTLA-4, or ADCC-enhanced ProCTLA-4 (ProCTLA-4_ADCC_) for 1 h. Jurkat-LuciaTM NFAT-CD16 effector cells were then co-incubated with MC38-hCTLA-4 cells for 6 h. ADCC response was assessed by Glomax Multi Plus. **b** MC38 tumor-bearing male hCTLA-4 KI mice were i.p. treated with CTR (*n* = 9), 40 μg Ipi (*n* = 10), equimolar Ipi_ADCC_ (*n* = 9), ProCTLA-4 (*n* = 9), or ProCTLA-4_ADCC_ (*n* = 9) on days 12 and 15. The tumor growth was monitored. **c** B16F10 tumor-bearing male hCTLA-4 KI mice were i.p. treated with CTR (*n* = 5), 100 μg Ipi (*n* = 5), equimolar Ipi_ADCC_ (*n* = 4), ProCTLA-4 (*n* = 5), or ProCTLA-4_ADCC_ (*n* = 4) on days 12, 15, 18 and 21, and the tumor growth was measured. **d**–**f** A549 tumor-bearing humanized male NSG-SGM3 mice engrafted with CD34^+^ human hematopoietic cells were i.p. treated with CTR (*n* = 5), 100 μg Ipi (*n* = 4), equimolar Ipi_ADCC_ (*n* = 5), ProCTLA-4 (*n* = 4), or ProCTLA-4_ADCC_ (*n* = 5) on days 10, 13, and 16. The tumor growth (**d**), percentage of body weight change (**e**), and percentage of survival (**f**) were monitored. Data in panel (**b**) are shown as mean ± s.e.m. and are pulled from two independent experiments. Data in panels (**c**–**g**) are representative of two independent experiments. Statistical analysis was performed using non-linear best fits (**a**), two-way ANOVA with Tukey’s multiple comparisons test (**b**–**e**) or log-rank (Mantel-Cox) test (**f**).

The improvement of antibody activity raises concerns about its toxicity. In these reconstituted NSS mice, both Ipi and Ipi_ADCC_ led to an extreme loss of body weight and ultimately resulted in 100 % mortality. In contrast, neither ProCTLA-4 nor ProCTLA-4_ADCC_ triggered any weight loss, and the mice remained in total survival (Fig. 4e, f). Moreover, we also evaluated the toxicity in the PBMC-transferred NSS mouse model. The Ipi_ADCC_ antibody manifested over 30% weight loss, a cytokine storm characterized by elevated IFNγ release, and 100% mortality. In contrast, ProCTLA-4_ADCC_ antibody elicited no observable weight loss, no occurrence of cytokine storm, and a 100% survival rate was maintained (Supplementary Fig. 4a–c). The peripheral tissues of the kidney, liver, and lung were isolated to examine pathological changes. Upon treatment with Ipi_ADCC_, more pronounced inflammatory infiltration was detected in the kidney and liver. In comparison, no such infiltration was seen in the mice treated with ProCTLA-4_ADCC_. In the lung tissue of the Ipi_ADCC_-treated mice, lung consolidation and hemorrhagic effusion were present, whereas in the lungs of those administered with ProCTLA-4_ADCC_, the alveoli were much clearer and the level of inflammation was significantly lower (Supplementary Fig. 4d). Taking these into account, we further boosted the anti-tumor efficacy of the ProCTLA-4 antibody by augmenting its ADCC activity. More importantly, the ProCTLA-4_ADCC_ antibody retained its therapeutic safety with no observable toxicity.

### The ProCTLA-4 elicits a stronger antigen-specific T cell response

To verify the T cell subset on which the effect of ProCTLA-4 depends, we conducted depletion of CD4 and CD8 positive cells during ProCTLA-4 treatment. Depletion of CD4^+^ T cells failed to impair the efficacy of ProCTLA-4. However, the absence of CD8^+^ T cells invalidated the anti-tumor effect of ProCTLA-4 (Fig. 5a). These results suggested that the function of ProCTLA-4 was dependent on CD8^+^ T cell response. Subsequently, we analyzed the CD8^+^ T cells using the single-cell RNA sequencing data. 

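The paper's methods identify a cluster of CD8 T cells by Cd3e and CD8 and by the absence of Klrd1. They state no rule for single cells, so the gates by UMI used here are not the paper's. Cd8a (ENSMUSG00000053977) lies on chromosome 6 of GRCm38 from 71373427 to 71379173 and Cd8b1 (ENSMUSG00000053044) on chromosome 6 from 71322788 to 71337494. Cd8a had a UMI in 47.9% of T/NK-like cells and 1.08% of fibroblast-like cells. Klrd1 (ENSMUSG00000030165) lies on chromosome 6 from 129591782 to 129598775. T/NK-like cells with a UMI of Cd3e, a UMI of Cd8a or Cd8b1 and no UMI of Klrd1 numbered 6 in CTR, 34 in CTLA-4 and 95 in ProCTLA-4. With Klrd1 left out of the definition they numbered 102, 509 and 1916. Klrd1 had a UMI in 94.1% of these cells in CTR, 93.3% in CTLA-4 and 95.0% in ProCTLA-4, at median depths of 30604, 18769 and 22330 UMIs. The background in fibroblast-like cells was 0.966%, 1.50% and 4.15% at median depths of 29257, 27067 and 34562 UMIs. After these counts had been seen, the wider definition was used for the values reported, as the CD8 gate. The CD8 gate was 48.3% (95% interval 41.4 to 55.3) of the cells with Cd3e in CTR, 68.0% (64.6 to 71.4) in CTLA-4 and 79.5% (77.8 to 81.1) in ProCTLA-4. As a share of all cells it was 0.498% (0.406 to 0.604), 2.07% (1.90 to 2.26) and 9.93% (9.51 to 10.4).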

Based on the expression profiles of distinct CD8^+^ T cell phenotypes, we conducted further subpopulation analysis and identified four exhausted T subsets (Tex), naïve, proliferating, and memory-like subsets (Fig. 5b, c)^23–25^. 

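The narrower definition without Klrd1 gave only 2 clusters. One was named effector-memory by its score but led by Gzmf, Myo16, Prf1 and Pdcd1, with 1 of 6 cells of CTR, 5 of 34 of CTLA-4 and 34 of 95 of ProCTLA-4. The other was rich in transcripts of myeloid cells. The CD8 gate with Klrd1 kept was clustered at resolution 0.8 into 9 clusters, named from fixed markers for 7 subsets. After a first naming had been seen, a cluster was left unnamed where its best score was below 0.3, where the next best was within 0.1, where most of its 10 leading genes were those of myeloid cells, or where over 50% of its cells had more than 1% of their UMIs on the list of myeloid genes. Cluster 8, led by Hist1h1b, Top2a and Mki67, was proliferating, with 1.96% (95% interval 0.238 to 6.90) of CTR, 5.30% (3.52 to 7.62) of CTLA-4 and 6.73% (5.65 to 7.95) of ProCTLA-4. Cluster 9, led by Ifng, Xcl1 and Ccl4, was effector-exhausted, with 0.980% (0.0248 to 5.34), 6.09% (4.18 to 8.53) and 4.85% (3.94 to 5.91). Cluster 6 was effector-memory. Cluster 1, led by Gzmd, Gzme and Gzmf, scored alike for terminal Tex and effector-exhausted, and it held 7.84%, 18.9% and 18.6%. Cluster 4 was led by S100a9 and S100a8, had its best score for naive cells and held 2.94%, 7.86% and 15.7%. Cluster 7, led by histone genes, had its best score for proliferating cells and held 22.5%, 11.6% and 6.21%. Clusters 2, 3, 4, 5 and 7 were the ones rich in myeloid transcripts, and together they held 89.2% of the gate in CTR, 67.2% in CTLA-4 and 59.8% in ProCTLA-4. Cell by cell, more than 1% of UMIs fell on the myeloid list in 87.3% (79.2 to 93.0) of the gate in CTR, 63.5% (59.1 to 67.7) in CTLA-4 and 50.1% (47.8 to 52.3) in ProCTLA-4. The same share in fibroblast-like cells was 12.8%, 9.21% and 2.59%. The list holds Apoe and the C1q genes, and Apoe was 1697 CPM in macrophage-like cells of CTR but 335 in ProCTLA-4. The 1% limit may therefore be harder to reach in ProCTLA-4. Of the gate, 1.96% in CTR, 2.55% in CTLA-4 and 8.25% in ProCTLA-4 lay from 0.6% to 1%. How the whole list compares between libraries was not tested, so the fall of these shares is uncertain.

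**Figure D2:**
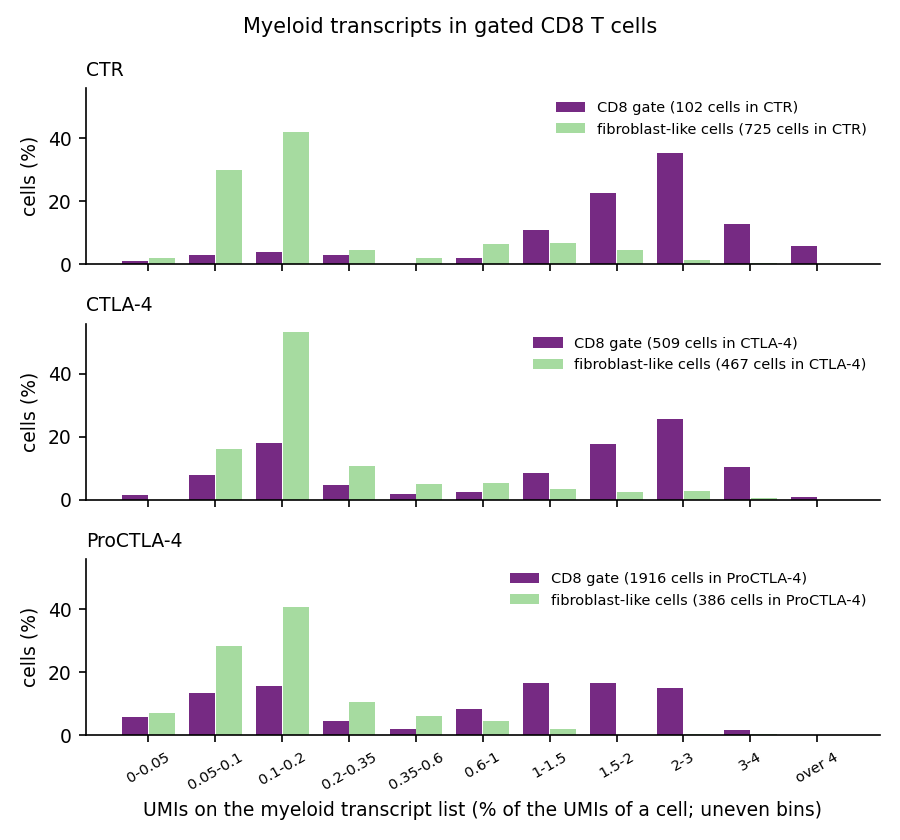
Percent of cells, on the vertical axis, by the percent of their UMIs on 18 myeloid genes, in bins of uneven width on the horizontal axis, for the CD8 gate and for fibroblast-like cells of each library. In every library a larger percent of the CD8 gate than of the fibroblast-like cells lies above 1%.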

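The effector-memory cluster was led by Gzma, S1pr1, Cxcr3 and Tcf7, and 0.490% of its cells were rich in myeloid transcripts. Of these genes only Gzma was among the fixed markers of effector-memory cells, while S1pr1 and Tcf7 were among those of naive cells. The name is therefore less certain than the share. The cluster held 0 of 102 cells of the CD8 gate in CTR, which by the exact interval allows a share of up to 3.55%. It held 13 of 509 cells or 2.55% (95% interval 1.37 to 4.33) in CTLA-4, and 191 of 1916 cells or 9.97% (8.66 to 11.4) in ProCTLA-4. Both the number and the share were above the other libraries by more than the counting error. Of its 204 cells 191 came from ProCTLA-4, which also supplied 1916 of the 2527 cells of the gate. Whether this cluster is a cell type or a feature of that library cannot be told with 1 library per condition. Removing doublets moved the share to 0 in CTR, 3.69% in CTLA-4 and 13.0% in ProCTLA-4. The definition without Klrd1 gave 16.7% of 6 cells in CTR, 14.7% of 34 in CTLA-4 and 35.8% of 95 in ProCTLA-4. However, the cluster behind these shares had none of Gzma, S1pr1, Cxcr3 and Tcf7 among its leading genes. Whether it is the same subset was not tested, so these shares cannot be set beside the others. No cluster was named IFN-responsive under the limits for naming. The first naming, before these limits were set, and naming by the highest score alone, tried after the data were seen, both gave this name to cluster 5. This cluster had its best score for the interferon-response markers and was led by Gpnmb, Mmp13, Hspa1a and Rsad2, and 67.1% of its cells were rich in myeloid transcripts. It held 4 cells or 3.92% (1.08 to 9.74) of the gate in CTR, 35 cells or 6.88% (4.84 to 9.43) in CTLA-4 and 180 cells or 9.39% (8.13 to 10.8) in ProCTLA-4. The number rose over the libraries, while the intervals of the shares overlapped.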

The IFN-responsive Tex and Teff-memory subsets were more abundant in ProCTLA-4-treated mice, both in terms of average number and proportion. In contrast, the intermediate Tex subset was decreased (Fig. 5d). 

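The intermediate Tex subset was scored with Cx3cr1, Il1b and Lgals3, the genes read for it from Fig. 5c. In that heatmap only Cx3cr1 is high in intermediate Tex, and the others are high in IFN-responsive Tex. Il1b and Lgals3 were also on the list of 18 myeloid genes, which was used to leave clusters unnamed. The genes that earn this name thus overlap with those that withhold it. Cx3cr1 (ENSMUSG00000052336) lies on chromosome 9 of GRCm38 from 119901616 to 120069879. Its level in the CD8 gate was 125 CPM (95% interval 112 to 138) in CTR, 48.5 (44.3 to 52.9) in CTLA-4 and 41.5 (39.6 to 43.4) in ProCTLA-4. Among gate cells with at most 1% of UMIs on the myeloid list it was 41.2 in CTR, and the fall was gone. At a limit of 0.3%, chosen after the values were seen, it was 74.1 (24.1 to 173) in CTR, from 5 UMIs, and 51.8 in ProCTLA-4. So few UMIs in CTR do not settle the comparison. No cluster of the gate was named intermediate Tex. The clusters with their best score for it were cluster 2, led by Il1b, Inhba and Ly6i, and cluster 3, led by Ccl12, C1qc and Ccl8. Cluster 3 held 59.8% (49.6 to 69.4) of the gate in CTR, 31.8% (27.8 to 36.1) in CTLA-4 and 8.56% (7.34 to 9.90) in ProCTLA-4, and 97.4% of its cells were rich in myeloid transcripts. Cluster 2 went the other way, with 0 cells of CTR, 9.04% (6.69 to 11.9) of CTLA-4 and 20.0% (18.2 to 21.9) of ProCTLA-4. When the cells rich in myeloid transcripts were removed before clustering, 13 cells of CTR, 186 of CTLA-4 and 957 of ProCTLA-4 were left. A cluster named intermediate Tex then held 23.1% (5.04 to 53.8), 10.2% (6.26 to 15.5) and 7.94% (6.31 to 9.84), and these intervals overlapped.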

By RNA velocity analysis, two differentiation branches were identified: the IFN-responsive branch and the Teff-memory branch. Interestingly, the intermediate Tex cells were located in positions with higher differentiation potential to both branches. Upon ProCTLA-4 treatment, CD8^+^ T cells preferred to transmit to IFN-responsive Tex or Teff-memory cells (Fig. 5e). To verify the antigen-specific response of CD8^+^ T cells, we carried out the enzyme-linked immunosorbent spot assay (ELISpot) to detect the antigen-specific IFNγ producing cells within the draining LN. Treatment with CTLA-4 antibody showed comparable IFNγ^+^ spots to those of the control group, whereas ProCTLA-4 induced a greater number of IFNγ^+^CD8^+^ T cells in both MC38 (Supplementary Fig. 5a, b) and B16-OVA (Fig. 5f) tumor models. To test the memory branch of differentiation, mice that had experienced tumor regression following antibody treatment were subsequently rechallenged with a higher tumor load. In the case of the Ipi treatment, over 70% of the rechallenged tumors initially grew in the early stage and then shrank, which did not achieve complete regression. By contrast, in the mice treated with ProCTLA-4, over 80% of the rechallenged tumors failed to grow at all (Fig. 5g). Accordingly, more antigen-specific memory CD8^+^ T cells were detected in the draining LNs with ProCTLA-4 treatment compared to CTLA-4 (Fig. 5h, i and Supplementary Fig. 5c). This indicated a stronger memory response elicited by the ProCTLA-4 treatment than that of Ipi.

**Fig. 5:**
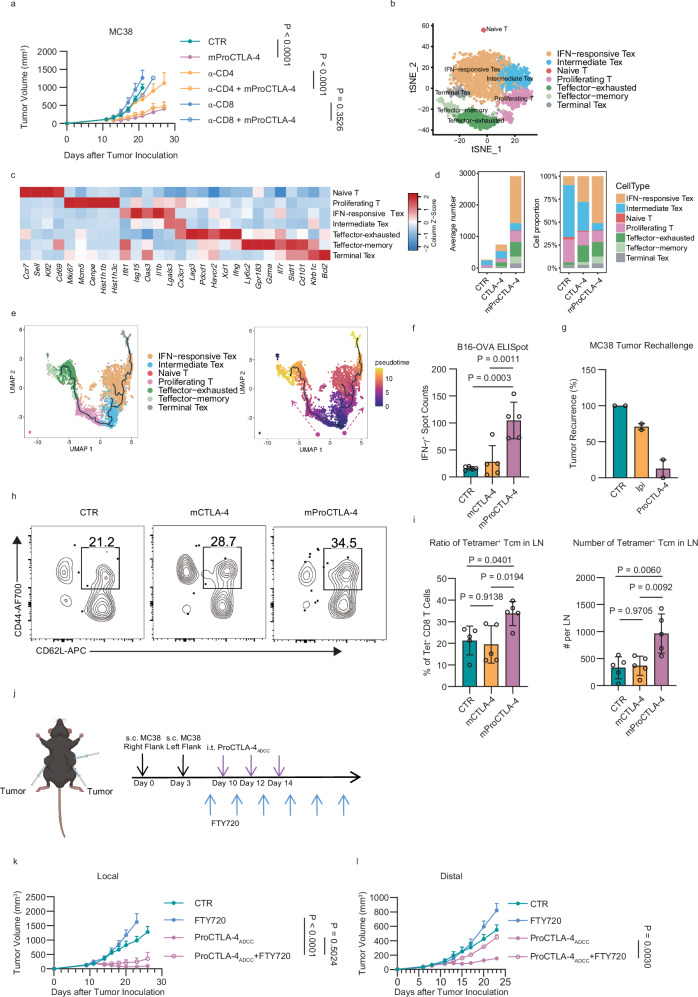
ProCTLA-4 promotes Teffector and memory-like CD8^+^ T cell responses. **a** MC38 tumor-bearing male C57BL/6 mice were i.p. treated with PBS (CTR), 40 μg mProCTLA-4 (*n* = 5) on days 12, 15, and 18. For CD4^+^ T or CD8^+^ T cell depletion, mice were i.p. injected with 200 μg α-CD4 or α-CD8 antibodies since day 11 post tumor inoculation in every 3 days for four injections in total. **b**–**e** scRNA-seq of CD8^+^ T cells isolated from total CD45^+^ cells for subset analysis. **b** tSNE visualization of CD8^+^ T cells colored by subsets. **c** Heatmap of average gene expression of marker genes in different CD8^+^ T cell subsets. **d** Bar plot depicting the cell number of each CD8 T cell subsets and their percentages as a proportion of total CD8 T cells. **e** CD8 T cells were ordered into a branched pseudotime trajectory using Monocle3. The UMAP embedding showed cells colored by subsets (left) or by their estimated pseudotime values (right). Black lines indicated the inferred branched trajectory. **f** B16-OVA tumor-bearing male mice were i.p. treated with PBS, 40 μg mCTLA-4, or equimolar mProCTLA-4 (*n* = 5/group) on days 10 and 13. Lymphocytes from the draining LN were collected at the endpoint for the ELISpot assay. **g** MC38 tumor-bearing male hCTLA-4 KI mice were i.p. treated with CTR, 40 μg Ipi, or equimolar ProCTLA-4 (*n *= 5/group) on days 12 and 15. Cured mice were rechallenged with MC38 tumor cells on the opposite flank at 8 weeks post the initial inoculation. Rechallenged tumors reached 40 mm^3^ in volume was regarded as present tumors, and the percentage of tumor recurrence was calculated. **h**–**i**, Tetramer^+^ CD8^+^ central memory T cells (CD44^+^ CD62L^+^) in dLN were analyzed for frequency and absolute numbers (*n* = 5/group). **j**–**l**, Dual-flank MC38 tumor experiment was conducted (**j**), the tumor growth curve on the right flank (**k**) and the left flank (**l**) were monitored. Data in panels (**a**,** f**,** h**–**l ** are representative of two independent experiments. Data in panels **g** are pulled from two independent experiments. Statistical analysis was performed using two-way ANOVA with Tukey’s multiple comparisons test (**a**,** k, l**), or ordinary one-way ANOVA with multiple comparisons test (**f**, **i**). The figure in panel (**j**) was created with BioRender (https://BioRender.com/90qugj2).

To test if increased memory-like T cells at TME could lead to more effective anti-tumor at distal site, we administered ProCTLA-4 at a very low dose intratumorally to the local tumor, in combination with FTY720 to block the lymphocytes trafficking from the LN to distant sites (Fig. 5j). The blockade of lymphocyte trafficking to tumor did not impair the efficacy of ProCTLA-4 against the local tumor, indicating that the existed lymphocytes within TME were sufficient to respond effectively to ProCTLA-4 treatment (Fig. 5k). In contrast, the distal tumor could not be controlled following FTY720 blockade, suggesting that the control of the distal tumor by local ProCTLA-4 administration was reliant on the trafficking of TILs through the draining LN to distal site (Fig. 5l). Taken together, our findings revealed that ProCTLA-4 antibody induced more memory and effector antigen-responsive CD8^+^ T cells at TME that are essential for local and distal tumors as well as preventing relapse.

### The ProCTLA-4 showed more advantage over the Probody

Peptide-based Probody, such as BMS-986288, is the current state-of-the-art design. To compare these two CTLA-4 prodrugs, we first detected the binding affinity of ProCTLA-4 and BMS-986288 both before and after the protease digestion. The BMS-986288 showed a lower binding affinity compared to that of ProCTLA-4, indicating better blockade efficacy of BMS-986288. Following their specific protease digestion, the affinity of both ProCTLA-4 and BMS-986288 was comparable to that of Ipi. Notably, a lower concentration of urokinase-type plasminogen activator (uPA, 5:1) for pretreatment could not restore the affinity of BMS-986288, while the higher concentration of uPA (2:1) could do so (Fig. 6a). In both MC38 and B16F10 tumor models, ProCTLA-4 demonstrated a more potent anti-tumor capacity in comparison to BMS-986288 (Fig. 6b, c). Nevertheless, in the PBMCs transferred model, neither ProCTLA-4 nor BMS-986288 induced body weight loss or mortality, unlike what was observed in mice with Ipi treatment (Fig. 6d, e). These findings indicated that ProCTLA-4 and BMS-986288 had comparable reduced toxicity. Taken together, the ProCTLA-4 showed a similar safety profile to BMS-986288, yet exhibited a greater advantage in anti-tumor efficacy, especially in overcoming ICB-resistant tumors, compared to BMS-986288.

**Fig. 6:**
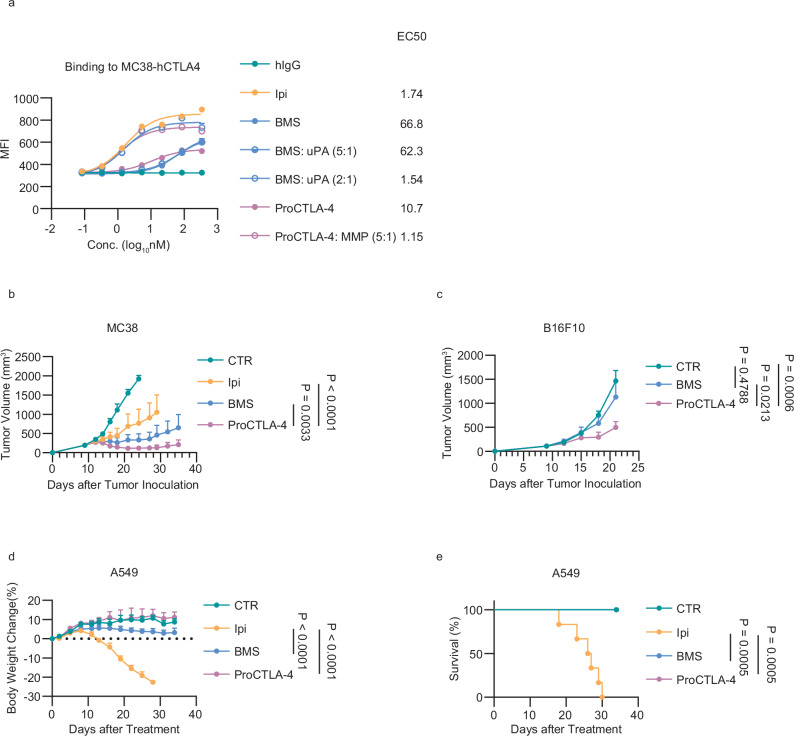
The advantage of ProCTLA-4 compared to the Probody therapeutics. **a** MC38-hCTLA-4 cells were incubated with serial dilutions of Ipilimumab (Ipi), ProCTLA-4, MMP-digested ProCTLA-4 at a 5:1 molar ratio ProCTLA-4/MMP (ProCTLA-4: MMP (5:1)), BMS, or uPA-digested BMS at 5:1 or 2:1 molar ratio BMS/UPA (BMS: uPA (5:1) or BMS: uPA (2:1)). Protein binding to MC38-hCTLA-4 was detected by flow cytometry. **b** MC38 tumor-bearing male hCTLA-4 KI mice were i.p. treated with PBS (CTR) (*n* = 4), 100 μg Ipi (*n* = 4), equimolar ProCTLA-4 (*n* = 4), or BMS (*n* = 5). The tumor growth was monitored. **c** B16F10 tumor-bearing male hCTLA-4 KI mice were i.p. treated with PBS (CTR), 150 μg BMS, or equimolar ProCTLA-4 (*n* = 6/group) on days 9, 12, and 15. The tumor growth was monitored. **d**,** e** A549 tumor-bearing male NSS mice were transferred 5 million human peripheral blood mononuclear cells (PBMC) via intravenous injection (i.v.) on day 8 after tumor inoculation and were treated with CTR (*n* = 5), 200 μg Ipi (*n* = 6), equimolar ProCTLA-4 (*n* = 6), ProCTLA-4_ADCC_ (*n* = 6), or equimolar BMS (*n* = 6) on days 10, 13, 16, 19, and 22. The percentage of body weight change (**d**) and the percentage of survival (**e**) was monitored. All data are representative of two independent experiments. Statistical analysis was performed using non-linear best fits (**a**), two-way ANOVA with Tukey’s multiple comparisons test (**b**–**d**) or log-rank (Mantel-Cox) test (**e**).

## Discussion

CTLA-4 is one of the most highly promising targets in tumor immune therapy. Remarkably, patients who respond to anti-CTLA-4 often exhibit prolonged survival over ten years. However, with the wide usage and increased dosage, its severe toxicity always limits its application at therapeutic range, leading to few responders and the failure of most clinical trials. As a result of binding to the peripheral tissues, the anti-CTLA-4 antibody increases the T cell responses to induce irAEs. Meanwhile, excessive peripheral consumption reduces the concentration of antibody reaching the tumor site, thus also affecting the efficacy^26^. To avoid toxicity, physicians prefer to reduce the dosage of Ipilimumab, which, as a consequence, also impairs the therapeutic effect. Therefore, there is an urgent need to find a strategy to increase the dosage for better anti-tumor efficacy while limiting the peripheral toxicity of anti-CTLA-4 antibody.

There are several approaches to mitigating irAEs associated with the CTLA-4 antibody. A dual variable domain (DVD) immunoglobulin of anti-CTLA4 was designed to block the CTLA4-binding domain by an outer tumor-targeting anti-prostate stem cell antigen (PSCA) domain with an MT-SP1 cleavage linker. This class of anti-CTLA4 antibody acted in a tumor-targeting way by enhancing antitumor activities while minimizing potential toxicities^27^. One study showed that engineered CTLA-4 antibody variants with increased pH sensitivity by preventing antibody-triggered lysosomal CTLA-4 downregulation dramatically attenuate irAE^16^. Another approach is the design of masking peptide-based probodies, a type of conditionally activated antibody prodrug that is supposedly cleaved intratumorally to release the whole antibody. In this study, the folded Fab of the antibody is an optimized design for the pro-form of Ipilimumab. We directly linked the VL-CL and VH-CH in a line sequence, which physically heightened the distance between VL and VH. To release the VH from CL linkage back to forming the normal antibody, we screened the various sequences for MMP14 proteases in the connection between CL and VH spaced with additional linkers. Based on this design, the ProCTLA-4 was highly blocked in binding to CTLA-4, which could be restored by MMP14 digestion. ProCTLA-4 limited cytokine storm and long-term autoimmune tissue damage and protected the mice from excessive weight loss or even death. On the contrary, the control CTLA-4 antibody exhibited severe toxicity, leading to higher mortality. Ipilimumab and BMS-986288 are the best-known anti-CTLA4 antibody and its related prodrug. ProCTLA-4 shows advantages in efficacy compared to Ipi and BMS-986288, not only in the immunogenic model, but also in the ICB-resistant tumor.

The ProCTLA-4 antibody preferred to bind to intratumoral Tregs, which express a much higher level of CTLA-4 than peripheral Tregs and other TILs within the tumor. Among Tregs, the ICOS^high^ Tregs is considered as the “super inhibitory” Treg, which has stronger proliferative capacity and produces more inhibitory cytokine IL-10^20^. According to the single-cell RNA sequencing, we found that ICOS^high^ Tregs and CTLA-4^high^ Tregs were the same subset. 

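The relation between Icos and Ctla4 was looked at in each library. In CTR, Ctla4 was 879 CPM (95% interval 722 to 1059) in 9 ICOS-high cells and 489 (434 to 549) in 20 ICOS-low cells. In CTLA-4 it was 2210 (1762 to 2736) in 5 ICOS-high cells and 479 (393 to 577) in 10 ICOS-low cells. In ProCTLA-4 it was 1453 (1279 to 1645) in 10 ICOS-high cells and 379 (333 to 431) in 17 ICOS-low cells. In CPM the ICOS-high cells were above the ICOS-low cells in each library by more than the counting error, which leaves out variation between cells. RNA of myeloid cells lowers the CPM in most ICOS-low cells. The scale of receptor UMIs was not computed for single libraries. Per cell, the log-normalized level of Ctla4 was 2.50 ± 1.22 (SD over 24 cells) in ICOS-high cells and 1.59 ± 0.71 (SD over 47 cells) in ICOS-low cells, so that the 2 groups overlapped. They also overlapped within each library, at 2.39 ± 1.36 against 1.62 ± 0.72 in CTR and 2.37 ± 1.62 against 1.79 ± 0.77 in CTLA-4. In ProCTLA-4 these levels were 2.68 ± 0.96 and 1.45 ± 0.65. Ctla4 had a UMI in 95.8% of the ICOS-high and 95.7% of the ICOS-low cells. The background for Ctla4 was 8.19% of macrophage-like cells with a UMI at a median of 18042 UMIs per cell. In fibroblast-like cells the share was 27.5%. The paper states that the Treg cells high for either molecule form a single subset, and that ProCTLA-4 depleted it.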

ProCTLA-4 specifically depleted the ICOS^high^CTLA-4^high^ Tregs within tumor depending on FcγR engagement, which resulted in converting the suppressive TME to T cells-accumulated TME. The ProCTLA-4_ADCC_ with ADCC-enhanced Fc further strengthened its anti-tumor ability without increasing the risk of toxicity.

The T cell response is always essential for tumor control upon immune therapy. Among all the CD8^+^ T cells within the tumor post-therapy, the IFN-responsive Tex was increased, but the intermediate Tex was decreased upon ProCTLA-4 treatment. The pseudotime speculation indicated that the intermediate Tex converted to IFN-responsive Tex and also to memory-like T effectors on the other path. 

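Ifit1 (ENSMUSG00000034459) lies on chromosome 19 of GRCm38 from 34640871 to 34650009, and Isg15 (ENSMUSG00000035692) on chromosome 4 from 156199424 to 156200818. In the CD8 gate Ifit1 was 7.30 CPM (95% interval 4.58 to 11.1) in CTR, 22.0 (19.3 to 25.1) in CTLA-4 and 29.0 (27.4 to 30.6) in ProCTLA-4. Isg15 was 33.2 (27.0 to 40.4), 95.7 (89.9 to 102) and 127 (123 to 130). Both genes were higher in ProCTLA-4 than in the other libraries by more than the counting error. With the cells rich in myeloid transcripts removed, Ifit1 was 0 (0 to 30.4) in the 13 cells of CTR, 11.0 (6.70 to 16.9) in CTLA-4 and 20.3 (18.1 to 22.7) in ProCTLA-4, and Isg15 was 16.5, 35.6 and 69.3. With only cells of at most 0.3% of UMIs on the myeloid list, a limit chosen after the values were seen, Ifit1 was 9.31 in CTLA-4 and 10.1 in ProCTLA-4, within counting error. Isg15 was then 14.3 and 32.7, still beyond it. The definition without Klrd1 gave Ifit1 at 6.23 in CTR and 1.36 in CTLA-4, from 1 UMI each, and 51.2 in ProCTLA-4. Over the clusters of the gate, Ifit1 and Isg15 were highest in cluster 5, at 69.5 and 212 CPM, followed by cluster 2, at 32.1 and 175. They were 18.5 and 34.3 in cluster 1, 10.7 and 40.9 in the effector-memory cluster, and 1.79 and 21.5 in the effector-exhausted cluster. Clusters 5 and 2 are both rich in myeloid transcripts. Monocyte-like cells of the same libraries held more of both transcripts, with Isg15 at 399 CPM in CTR, 396 in CTLA-4 and 289 in ProCTLA-4.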

The IFN-responsive Tex was characterized by IFN stimulator *Ifit1* and *Isg15*, which could induce type I IFN and stimulate the cross priming of dendritic cells (DC) and CD8^+^ T cells. It was consistent with the DCs induced within TILs (Fig. 3d) and consequently the antigen-specific CD8^+^ T cells accumulation by ProCTLA-4. Furthermore, more memory-like T effectors were observed in the ProCTLA-4-treated tumor and draining LN. This might provide an explanation for the better control of the rechallenged tumor by ProCTLA-4. 

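DC-like cells, from the cluster led by Ccl22, Ccr7 and Fscn1, were 166 cells or 0.810% (95% interval 0.692 to 0.943) of CTR, 618 cells or 2.51% (2.32 to 2.72) of CTLA-4 and 997 cells or 5.17% (4.86 to 5.49) of ProCTLA-4. The ProCTLA-4 share was 6.38 times that of CTR (5.40 to 7.56) and was above that of CTLA-4 by more than the counting error. The order of the libraries was kept in every alternative run. The shares were smaller when cells were named one by one, at resolution 2, with the other mitochondrial limit, with doublets removed and without an upper UMI limit. They were lowest with doublets removed for CTR, at 0.352%, and with the mitochondrial limit at 10% for ProCTLA-4, at 2.37%. Cluster 27, left unnamed, was led by Ly6d, Igkc and Siglech, the last a marker of plasmacytoid DCs, and held 0.107% of CTR, 0.151% of CTLA-4 and 0.368% of ProCTLA-4. From Ifit1 and Isg15 in IFN-responsive Tex cells the paper reasons that these cells could induce type I IFN and cross priming by DCs, sets the increase of DCs (Fig. 3d) beside this, and relates both to the accumulation of antigen-specific CD8 T cells.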

Consistently, the distal tumor could be effectively controlled, depending on memory-like lymphocytes trafficking through dLN. These results bring us two important inspirations. ProCTLA-4 not only depleted Tregs to alter the immune suppressive TME, but even more stimulated CD8^+^ T cells towards more activated and responsive state, which consequently enhanced the anti-tumor efficacy. More essentially, ProCTLA-4 promoted and maintained more memory-like T effectors, which protected the host from tumor metastasis and relapse. In that case, ProCTLA-4 is expected not only to address the primary tumor but also to eliminate metastatic tumors to improve survival.

Taken together, we construct a next-generation of probody for the anti-CTLA-4 antibody, which displays reassuringly reduced toxicity and facilitates anti-tumor capacity, especially in ICB-resistant cases. This strategy for probody holds great potential to overcome the limitations posed by toxicity, which is associated with the application of all agonistic antibodies. This would open up a new prospect for immunotherapy and bring benefits to a large number of patients.

## Methods

### Mice

C57BL/6 mice (Stock Number: N000013) and Balb/c mice (Stock Number: 211) were purchased from GemPharmatech and Beijing Vital River Laboratory Animal Technology Co.Ltd. The hCTLA-4 KI mice (Stock Number: NM-HU-00014) were purchased from Shanghai Model Organisms Center, Inc. NSG-SGM3 mice (Stock Number: 013062) were purchased from the Jackson Laboratory. Rag1^-/-^ mice were from Xiaohuan Guo’s lab (Tsinghua University). Foxp3-YFP mice were from Yuncai Liu’s lab (Tsinghua University). OT-Ι mice were from Xin Lin’s lab (Tsinghua University). All mice were maintained under specific pathogen-free conditions with 10/14 dark/light cycle, 20–26 °C, and 30–70% humidity. Animal care and experiments were approved by the Animal Care and Use Committees (IACUC) of Tsinghua University. Experimental animals and control animals were bred separately. For euthanasia, the mice were euthanized by CO_2_ according to the approved protocols. The maximum size of the tumor was controlled to less than 1500 mm³ (calculated by length*width*height/2) in volume according to the IACUC protocol.

### Cell lines and reagents

B16F10 (Cat#CRL-6475), CT26 (Cat#CRL-2638), and A549 (Cat#CCL-185) cell lines were purchased from the American Type Culture Collection. The MC38 cell line (Cat#305223) was purchased from Cytion. The MC38-hCTLA-4 cell line was constructed by transduction with lentivirus encoding the human CTLA-4. These cells were cultured in 5% CO_2_ at 37 °C and maintained in Dulbecco’s modified Eagle medium (DMEM) (Cat. Code: CM1003) supplemented with 10 % heat-inactivated FBS (Cat. Code: 10099-141 C), 2 mM L-glutamine, 100 μ/ml penicillin-streptomycin (Cat. Code: 15140163). The Freestyle 293 F cell line (R79007) was purchased from Invitrogen and was cultured in 8 % CO_2_ at 37 °C in SMM 293-TII medium (Cat. Code: M293TII-1L). The Jurkat-Lucia NFAT CD16 cell line (Cat. Code: jktl-nfat-cd16) was purchased from InvivoGen and was cultured in IMDM (Cat. Code: 12440053) supplied with 10 % heat-inactivated FBS, 2 mM L-glutamine, 25 mM HEPES, and 100 μ/ml penicillin-streptomycin. Plasmids of all therapeutic antibodies were purchased from GENERAL BIOL. FTY720 (Cat. Code: SML0700) was purchased from Sigma-Aldrich. Anti-CD8 antibody (Lyt 3.2, BE0223), anti-CD4 antibody (GK1.5, BE0003-1) were purchased from BioXcell.

### Protein cleavage and binding affinity assay

MMP14 (R&D Systems) (Cat. Code: 918-MP-010) was activated according to the manufacturer’s instructions. The human ProCTLA-4 antibody was cleaved by activated MMP14 in assay buffer containing 50 mM Tris-HCl (pH = 8.5), 3 mM CaCl_2_, and 1 μM ZnCl_2_. BMS-986288 was cleaved by uPA (Orileaf) in assay buffer containing 50 mM Tris-HCl (pH = 7.4), 150 mM NaCl, and 0.05 % Tween 20.

The MC38-hCTLA-4 cell line was first incubated with Ipilimumab, human ProCTLA-4 antibody (cleaved or not), BMS-986288 (cleaved or not), or human IgG with 5-fold serial dilution from 300 mM for 30 min at 4 °C, followed by incubated with PE anti-human IgG Fc antibody (1:200, 410708, Biolegend) for 30 min at 4 °C. The affinity was assessed by flow cytometry.

### Biodistribution

7-week-old hCTLA-4 KI mice were subcutaneously inoculated with 5 × 10^5^ MC38 tumor cells. After 11 days, mice were randomly assigned into groups and intravenously injected with 40 μg Ipilimumab conjugated with cy5 or equimolar ProCTLA-4 conjugated with cy5. The accumulation of individual antibodies in tumors was detected by IVIS LUMINA III at 48 h, 72 h, and 96 h after injection.

### ADCC report assay

MC38-hCTLA-4 cells were incubated with serially diluted Ipilimumab, ADCC-enhanced Ipilimumab, ProCTLA-4 antibody (cleaved or not), ADCC-enhanced ProCTLA-4 antibody (cleaved or not), or human IgG at 37 °C in a CO_2_ incubator for 1 h. Then, MC38-hCTLA-4 cells were incubated with Jurkat-Lucia NFAT CD16 cells at 37 °C in a CO_2_ incubator for 6 h. After incubation, 20 μL supernatant was transferred into a 96-well white (opaque) plate and 50 μL of QUANTI-Luc 4 Reagent (Cat. Code: rep-qlc4lg1) working solution was added per well. NFAT activation, reflecting the induced ADCC response, was assessed by determining Lucia luciferase activity in the supernatant. The relative light unit (RLU) was measured by Glomax Multi Plus.

### Tumor growth and treatment

7-week-old mice were subcutaneously inoculated with 5 × 10^5^ MC38, 2 × 10^5^ B16F10, 5 × 10^5^ MC38-OVA, or 3 × 10^5^ CT26 tumor cells on the right flank. For the double-flank tumor model, 5 × 10^5^ MC38 tumor cells were subcutaneously inoculated on the right flank of mice. After 3 days, 2.5 × 10^5^ MC38 were s.c. inoculated on the left flank of mice. When tumors were established, mice were randomly grouped and were intraperitoneally or intratumorally treated with the indicated antibodies, respectively. For immune cell depletion, mice were intraperitoneally injected with 200 μg anti-CD4 antibody or 200 μg anti-CD8 antibody starting from one day prior to the first treatment and then once every three days for a total of four doses. For FTY720 blockade, mice were intraperitoneally injected with 20 μg FTY720 starting from one day before the first treatment and then once every other day for a total of five times. For the rechallenging study, 4 × 10^6^ MC38 tumors were subcutaneously injected on the left flank of mice 8 weeks after the initial tumor challenge. The tumor volume was measured every two or three days and calculated as length*width*height/2. The humane endpoints are defined as a tumor volume **≤ **1500 mm^3^ for the MC38, **≤ **1000 mm^3^ for the B16F10, and **≤ **1000 mm^3^ for the CT26.

### Humanized mouse tumor model

For the PBMC-humanized mouse model, 7-week-old NSS mice were transferred 5 million human PBMCs (JUNX-BIO, CNHBC025C) via intravenous injection and were subcutaneously inoculated with 2 × 10^6^ A549 cells on day 8 post PBMCs transferred. For the human CD34^+^ cells-humanized mouse tumor model, 4-week-old NSS mice were treated by 5.5 Gy × 2 irradiation and then transferred with 1 × 10^5^ human CD34^+^ cells (JUNX-BIO, HSC010). After assessing the human cells proportion in peripheral blood by flow cytometry, successfully humanized mice were subcutaneously inoculated with 2 × 10^6^ A549 cells. When tumors were established, mice were randomly assigned to groups and intraperitoneally injected with the indicated antibodies.

### Toxicity evaluation

For monitoring body weight change, the weight of the mice at the beginning of the treatment was set as the initial body weight. In the following days, the weight of the mice was measured every three days. The weight change was calculated as (measured body weight − initial body weight)/initial body weight * 100 %. For measuring cytokine levels in serum, the blood of mice was collected 24 h after the first treatment, and the serum was separated. The concentration of cytokines in serum was measured by BD Cytometric Bead Array (CBA) Mouse Inflammation Kit (Cat. Code: 552364) and Human Th1/Th2/Th17 CBA Kit (Cat. Code: 560484).

### Pharmacokinetics of antibodies

7-week-old hCTLA-4 KI mice were randomly assigned into two groups and intraperitoneally injected with 10 μg Ipilimumab or equimolar ProCTLA-4 antibody. The blood was collected at the indicated time point. The concentration of human IgG in serum was measured by enzyme-linked immunosorbent assay (ELISA).

### ELISA

Microtiter plates (Corning Costar) were coated with 5 μg/mL capture antibody (AffiniPure Goat Anti-Human IgG, Fcγ fragment specific) overnight at 4 °C. After washing and blocking, diluted serum from treated mice was added and incubated at 37 °C for 1.5 h. Then, the plate was washed, and horseradish peroxidase (HRP)-conjugated goat anti-human IgG (Fcγ fragment specific) was added and incubated at room temperature for 50 min. After the last wash, 100 μL TMB substrate was added, and the reaction was terminated by adding 50 μL 2 N H_2_SO_4_. The plate was read at 450 nm (minus 630 nm for wavelength correction) using a BioTek microplate reader.

### Mouse tissue processing

Tumors, dLNs, and spleens were dissected from euthanized tumor-bearing mice. For TIL isolation, tumor tissues were surgically minced in RPMI-1640 medium containing 3 % (v/v) FBS, digested by 1 mg/mL Collagenase IV (Sigma-Aldrich, C5138), 20 μ/mL DNase I (Sigma-Aldrich, D5205), and 0.1 mg/mL Hyaluronidase V (Sigma-Aldrich, H6254) for 1 h at 37 °C. After digestion, the tumor tissues were passed through 70 μm filters and centrifuged at 500 ×* g* for 5 min at room temperature. The cell pellets were used for the following experiments.

For mouse spleen lymphocyte isolation, the spleens were disrupted in PBS, passed through 70 μm filters, and centrifuged at 500 × *g* for 3 min. The resulting cell pellets were re-suspended with 1 mL 1 × RBC lysis buffer (Invitrogen, 00-4333-57), incubated at room temperature for 1 min, and centrifuged at 500 × g for 3 min after adding 14 mL PBS. The cell pellets were used for the following experiments.

For dLN lymphocyte isolation, the dLNs were disrupted in PBS, passed through 70 μm filters, and centrifuged at 500 × *g* for 3 min. The cell pellets were used for the following experiments.

### Flow cytometry

Mouse primary cells isolated from tumors, dLNs, and spleen were first stained with eBioscience Fixable Viability Dye eFlour 506 (Invitrogen 65-0806-14) according to the manufacturer’s instructions. Subsequent surface marker staining was performed in PBS containing 2 % (v/v) FBS for 45 min at 4 °C. For intracellular Foxp3 staining, the eBioscience Foxp3/Transcription Factor Staining Buffer Set was used according to the manufacturer’s instructions. The following fluorescent conjugated-labeled antibodies were used: APC-eFluor 780-anti-CD45 (30-F11, 47-0451-82, 1:400, eBioscience), PE-anti-Foxp3 (FJK-16s, 12-5773-82, 1:400, eBioscience); Brilliant Violet 605-anti-CD4 (GK1.5, 100451, 1:400, BioLegend), Brilliant Violet 421-anti-CD4 (GK1.5, 100438, 1:400, BioLegend), FITC-anti-CD90.2 (Thy-1.2, 105306, 1:400, BioLegend), PE/Cyanine7-anti-CD278 (ICOS) (C398.4 A, 313520, 1:400, BioLegend), AF700-anti-CD44 (IM7, 103026, 1:400, BioLegend), APC-anti-CD62L (MEL14, 104428, 1:400, BioLegend); T-Select H-2KbOVA Tetramer-SIINFEKL-PE (H-2kb, TS-5001-1C, 1:50, MBL), FITC -anti-mCD8 (KT15, K0227-4, 1:50, MBL). Samples were analyzed on a FACS Fortessa flow cytometer (BD Biosciences). Data were analyzed using FlowJo software.

### irAE model

10-day-old hCTLA-4 KI mice were treated with the indicated antibodies at a dose of 100 μg/mouse/injection every 3 days for a total of four doses. The body weight change of the mice was measured, and the organs from the mice were collected for H&E staining and histopathology analysis.

### H&E staining and histopathology analysis

Formalin-fixed paraffin-embedded tissue (5 μm) slides were deparaffinized with xylene, ethanol and deionized water. Slides were then stained with hematoxylin (Fisher Chemical, Cat. No. SH26500D) and excess signal was destained with acid ethanol. Eosin (Poly Scientific, Cat. No. s176) was applied to slides and washed with 95% ethanol. Stained slides were dehydrated with ethanol and xylene, and scanned using a Nikon upright microscopy imaging system. H&E sections were scored double blind. Lung samples were scored as follows: 0, normal; 1, minor perivascular inflammation; 2, increased perivascular and peribronchial inflammation; 3, severe perivascular, peribronchial and interstitial inflammation. Pancreas samples were scored as follows: 0, no inflammation; 1, mild perivascular inflammation; 2, moderate perivascular and intralobular inflammation; 3, severe inflammation; 4, severe inflammation and acinar necrosis. Colon samples were scored as follows: 0, no inflammation; 1, multifocal, mucosal infiltration; 2, diffuse, mucosal infiltration ± involvement of the submucosa; 3, moderate mucosal infiltration and submucosal inflammation; 4, severe mucosal and submucosal inflammation, hyperplasia of crypts ± loss of goblet cells, erosions. Individual or combined scores of all organs examined are shown.

### Preparation of CD45.1 OT-Ι, Foxp3-YFP Treg cells and adoptive T cell transfer

Spleens from CD45.1 OT-Ι mice were mechanically disrupted and ground through a 70 μm strainer (Biologix). Red blood cells (RBC) were lysed by 1 × RBC Lysis Buffer (eBioscience). CD45.1 OT-Ι were negatively selected from the splenocytes by MojoSort Mouse CD8 T Cell Isolation Kit (Biolegend) according to the manufacturer’s instructions. Purified CD45.1 OT-Ι cells were resuspended at 1.5 × 10^6^ per mL in RPMI1640 supplemented with 10 % FBS, β-mercaptoethanol (Gibco, 21985023), 100 μ/ml penicillin-streptomycin, non-essential amino acids (Gibco, 10370021), sodium pyruvate (Gibco, 11360070), HEPES (Gibco, 15630080), and glutaMax (Gibco, 35050061). T cells were plated in a 6-well plate with coated 5 μg/mL αCD3 (eBioscience, 14-0032-85) and 1 μg/mL αCD28 (eBioscience, 14-0281-85) supplied with 20 ng/mL recombinant mouse IL-2 (PeproTech, 212-12-20UG). After 72 h activation, 1 million OT-Ι cells were adoptively transferred to Rag1^-/-^ mice per mouse.

For isolation of Foxp3-YFP Treg cells. Splenocytes from Foxp3-YFP mice were separated, and total CD4 T cells were purified by MojoSort Mouse CD4 T Cell Isolation Kit (Biolegend, 480033). Foxp3-YFP Treg cells were then sorted by FACS Aria SORP based on the fluorescence of GFP. 0.1 million Foxp3-YFP Treg cells were adoptively transferred to Rag1^-/-^ mice per mouse.

### Single-cell RNA-seq library preparation

C57B6/J mice were inoculated 5*10^5^ MC38 tumor cells, and tumor-bearing mice were treated with PBS (CTR group) or 100 μg ADCC-enhanced mouse CTLA-4 antibody (CTLA-4 group) and equimolar ADCC-enhanced ProCTLA-4 antibody (ProCTLA-4 group) on days 11 and 14 post inoculation (*n* = 5 for each group). MC38 tumors were collected on day 17 post-inoculation for scRNA-seq library preparation. Each group homogenized 5 samples for single scRNA-seq processing.

Tumor tissues were dissected and enzymatically digested using the gentleMACS (Miltenyi) according to the manufacturer’s instruction. Single-cell suspensions were stained with antibodies against 7AAD/CD45 for FACS sorting on a BD Melody instrument. Sorted live CD45^+^ immune cells were loaded onto a GemCode Single-Cell Instrument (10 x Genomics, Pleasanton, CA) by using Single Cell 3’ Library and Gel Bead Kit V4 (10x Genomics), and subsequent steps were performed according to manufacturer instructions. Single-cell RNA libraries were sequenced by an Illumina NovaSeq 6000 sequencer with 150 bp paired-end reads (performed by Analytical Bioscience Limited, Beijing). The scRNA-seq data generated were aligned and quantified using the Cell Ranger Single-Cell toolkit (v.8.0.0) against the mm10 mouse reference genome. Preliminary filtered data generated from Cell Ranger were used for downstream analysis.

### Single-cell RNA sequencing analysis

scRNA-seq data analysis was performed in R (v.4.3.3) using the Seurat (v.5.0.3) package. Three samples (CTR, CTLA-4, ProCTLA-4) were loaded and merged. Data were then normalized and identified variable features using the Seurat NormalizeData and FindVariableFeatures. Cells with fewer than 200 RNA features detected, greater than 50000 RNA counts detected, and greater than 5 % mitochondrial RNA content were excluded from analysis. We then scaled the data and ran PCA before initial clustering and dimension reduction. Cell types were predicted using SingleR (v.2.4.1) based on murine immune cell reference data (ImmGenData) from Celldex (v.1.12.0). The T/NK cluster was isolated and reanalyzed with the same process as above. CD8 T cell cluster was identified as the CD3e^+^ CD8^+^ Klrd1- population, and the Treg cell cluster was identified as CD3e^+^CD4^+^Foxp3^+^. CD8 T cell subsets were annotated by the average expression level of marker genes, referring to literature^23–25^. Pseudotime trajectory prediction was analyzed by the Monocle3 (v.1.3.7) package.

The scRNA data were processed using Cell Ranger v.8.0.0 (https://www.10xgenomics.com) and were analysed with the R package Seurat v.5.0.3 (https://satijalab.org/seurat), R Studio v.2023.12.1 (https://posit.co/products/open-source/rstudio) and ggplot2 v.3.5.1 (https://github.com/tidyverse/ggplot2/releases).

### IFN-γ ELISpot

5 × 10^5^ MC38 tumor cells or B16-OVA were subcutaneously injected on the right flank of C57BL/6 mice. Mice were intraperitoneally treated with PBS, 40 μg mouse CTLA-4 antibody, or equimolar mProCTLA-4 antibody on days 10 and 13. The MC38 tumor-bearing mice were euthanized on day 21, and the B16-OVA tumor-bearing mice were euthanized on day 18. Lymphocytes in the draining LN were collected for the ELISpot assay. Lymphocytes (5 × 10^5^) were seeded in each well, supplied with the matched dead tumor cells subjected to repeated freeze-thaw cycles (5 × 10^4^) or 5 μg/ml SIINFEKL peptide (OVA257–264) to stimulate the tumor-specific T cells. After 24 h, the ELISpot assay was performed using the IFN-γ ELISpot kit (BD Bioscience, 551083) according to the manufacturer’s instructions. IFN-γ spots were enumerated with the Elispot Reader.

### Quantification and Statistical Analysis

The sample sizes (n), probability (p) value, and the specific statistical test for each experiment were indicated in the figure legends. Statistical significance was tested by two-sided one-way ANOVA with Tukey’s test adjusted for multiple group comparisons or two-way ANOVA with multiple comparisons for curve comparisons using the GraphPad Prism 8.0 program. Data from such experiments are presented as mean values ± SEM; *P* < 0.05 was considered significant. No data were excluded from statistical analysis. The data presented were representative of at least two independent experiments.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

All data are included in the Supplementary Information or available from the authors, as are unique reagents used in this Article. The raw numbers for charts and graphs are available in the Source Data file whenever possible. The single-cell RNA-seq data have been deposited on Gene Expression Omnibus with the accession number GSE305582. Source data are provided in this paper.

# Supplementary material for: A next-generation anti-CTLA-4 probody mitigates toxicity and enhances anti-tumor immunity in mice
**Source:** Nat Commun. 2025 Oct 10;16:9029. doi: 10.1038/s41467-025-64081-y
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information for

**A next-generation anti-CTLA-4 probody mitigates toxicity and enhances anti-tumor immunity in mice**

Weian Cao<sup>1,2#</sup>, Junfan Chen<sup>1,2#</sup>, Yutong Fu<sup>1,2#</sup>, Haitao Jiang<sup>1,2</sup>, Yu Gao<sup>1,2</sup>, Huiming Huang<sup>1,2</sup>, Yang-Xin Fu<sup>1,2,3\*</sup>, Wenyan Wang<sup>1,2\*</sup>

<sup>#</sup>These authors contributed equally to this work.

**Supplementary information introduces:**

Supplementary Figures. 1 to 5

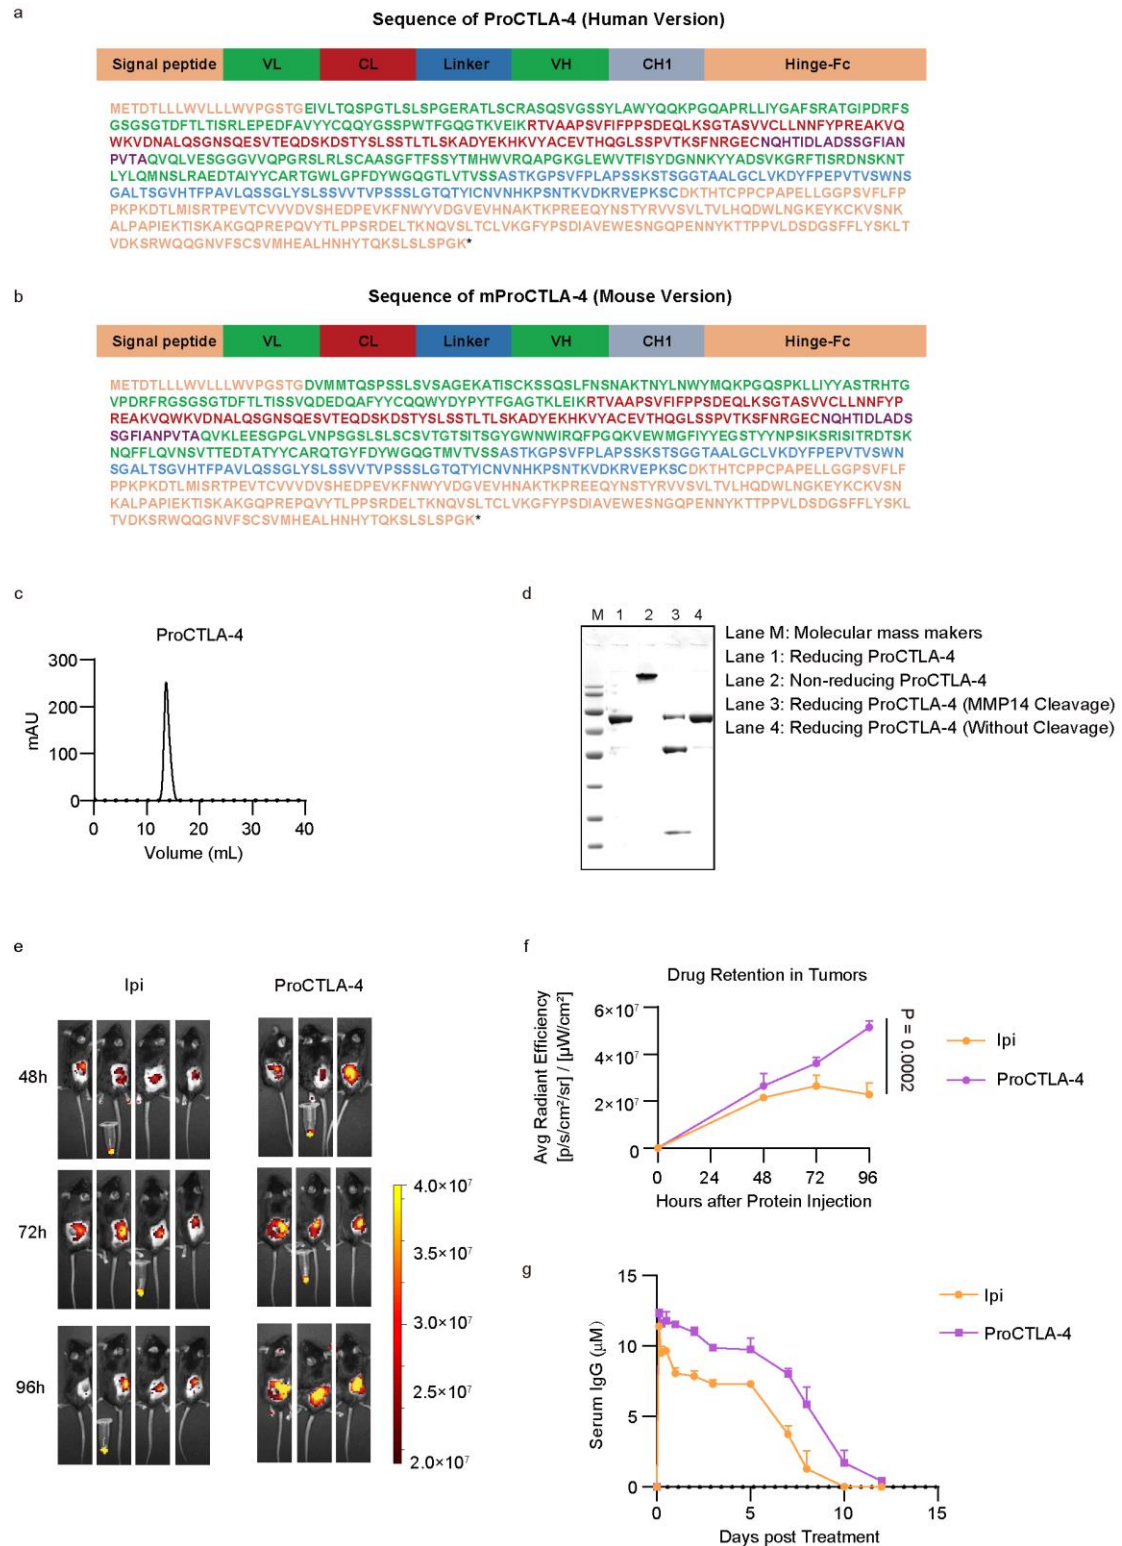

**Supplementary Figure 1. The distribution of ProCTLA-4.**

The sequence and motifs of human (a) and mouse (b) ProCTLA-4 are shown. c, The purity of purified ProCTLA-4 was analyzed by size exclusion chromatography. d, 2 μg purified ProCTLA-4 was individually incubated with or without MMP14 at 37 °C

overnight. The MMP14-digested ProCTLA-4 under different conditions was analyzed by SDS-PAGE. **e,f**, MC38 tumor-bearing male human CTLA-4 knocked-in C57BL/6 mice (hCTLA-4 KI mice) were injected i.v. with 40  $\mu$ g cy5-labelled Ipilimumab (Ipi-cy5) (n=4) or equimolar cy5-labelled ProCTLA-4 (ProCTLA-4-cy5) (n=3) on day 11 after tumor inoculation. The accumulation of individual proteins in tumors was detected by the in vivo imaging system at 48h, 72h, and 96h after injection. The image (**e**) and the quantification curve (**f**) were shown. **g**, Equimolar doses of ProCTLA-4 or Ipi (10  $\mu$ g) (n=3/group) were injected i.p. into male hCTLA-4 KI mice, and serum was collected at indicated time points. hIgG ELISA was used to quantify the amount of ProCTLA-4 or Ipi in the serum. Data (**e-g**) are representative of two independent experiments. Statistical analysis was performed using two-way ANOVA test (**f**).

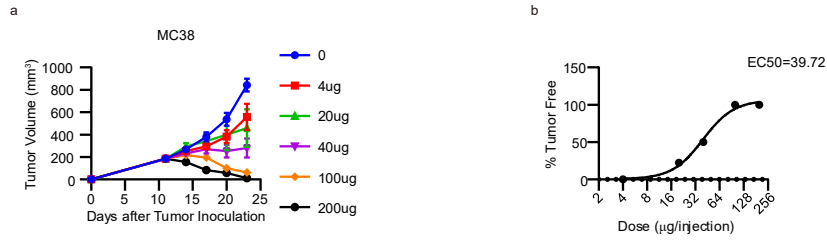

### Supplementary Figure 2. The EC50 of ProCTLA-4 on MC38 tumor.

MC38 tumor-bearing male hCTLA-4 KI mice were i.p. treated with ProCTLA-4 at escalating doses (4 μg (n=4), 20 μg (n=4), 40 μg (n=8), 100 μg (n=4), or 200 μg (n=4)) on days 11, 14, and 17 after tumor inoculation. **a**, Tumor growth was monitored. **b**, Dose-dependent tumor-regression rates were analyzed to calculate the EC50 for complete tumor killing.

a

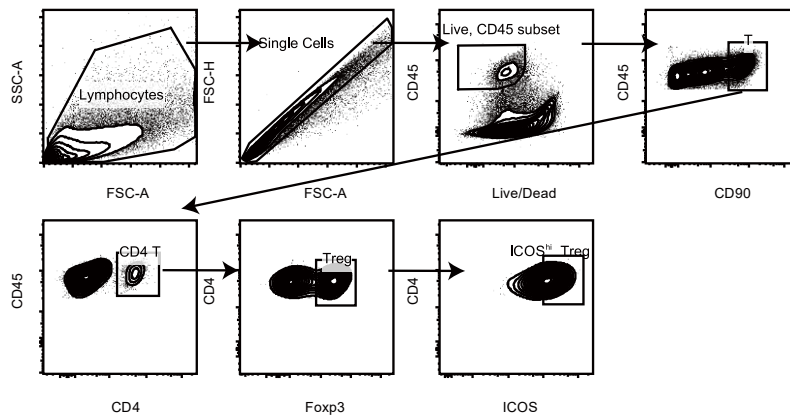

b

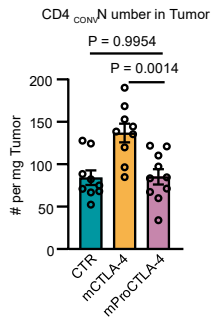

c

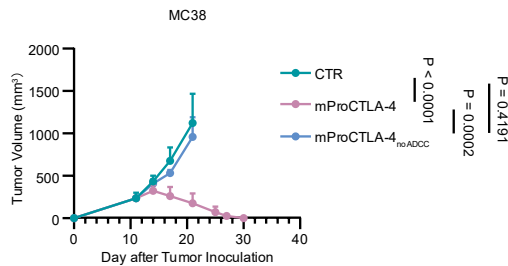

d

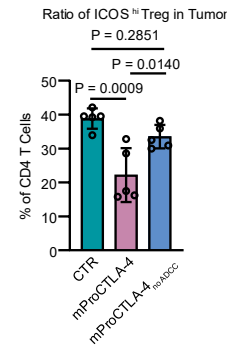

### Supplementary Figure 3. The efficacy of ProCTLA-4 depends on FcγR engagement.

**a**, Gating strategy of Treg (L/D<sup>-</sup>CD45<sup>+</sup>CD90<sup>+</sup>CD4<sup>+</sup>Foxp3<sup>+</sup>), CD4conv (L/D<sup>-</sup>CD45<sup>+</sup>CD90<sup>+</sup>CD4<sup>+</sup>Foxp3<sup>-</sup>), and ICOS<sup>hi</sup> Treg (L/D<sup>-</sup>CD45<sup>+</sup>CD90<sup>+</sup>CD4<sup>+</sup>Foxp3<sup>+</sup>ICOS<sup>high</sup>). **b**, MC38 tumor-bearing male mice were treated i.p. with CTR (n=9), 10 μg mCTLA-4 (n=9), or equimolar mProCTLA-4 (n=10) on day 14 after tumor inoculation. 3 days later, the number conventional CD4<sup>+</sup> T cells in the tumor was analyzed. **c**, MC38 tumor-bearing male mice were treated i.p. with 50 μg mProCTLA-4, or equimolar mProCTLA-4-Fc with no ADCC function (mProCTLA-4<sub>no ADCC</sub>) (n=5/group) on days 11, 14, and 17 after tumor inoculation. The tumor curve was monitored. **d**, MC38 tumor-bearing male mice were treated i.p. with PBS (CTR), 10 μg mProCTLA-4, or equimolar mProCTLA-4<sub>no ADCC</sub> (n=5/group) on day 14 after tumor inoculation. 2 days later, the ratio of ICOS<sup>hi</sup> Treg in the tumor was analyzed. Data (**b-d**) are representative of two independent experiments. Statistical analysis was performed using ordinary one-

way ANOVA with multiple comparisons test (**b, d**) or two-way ANOVA test (**c**).

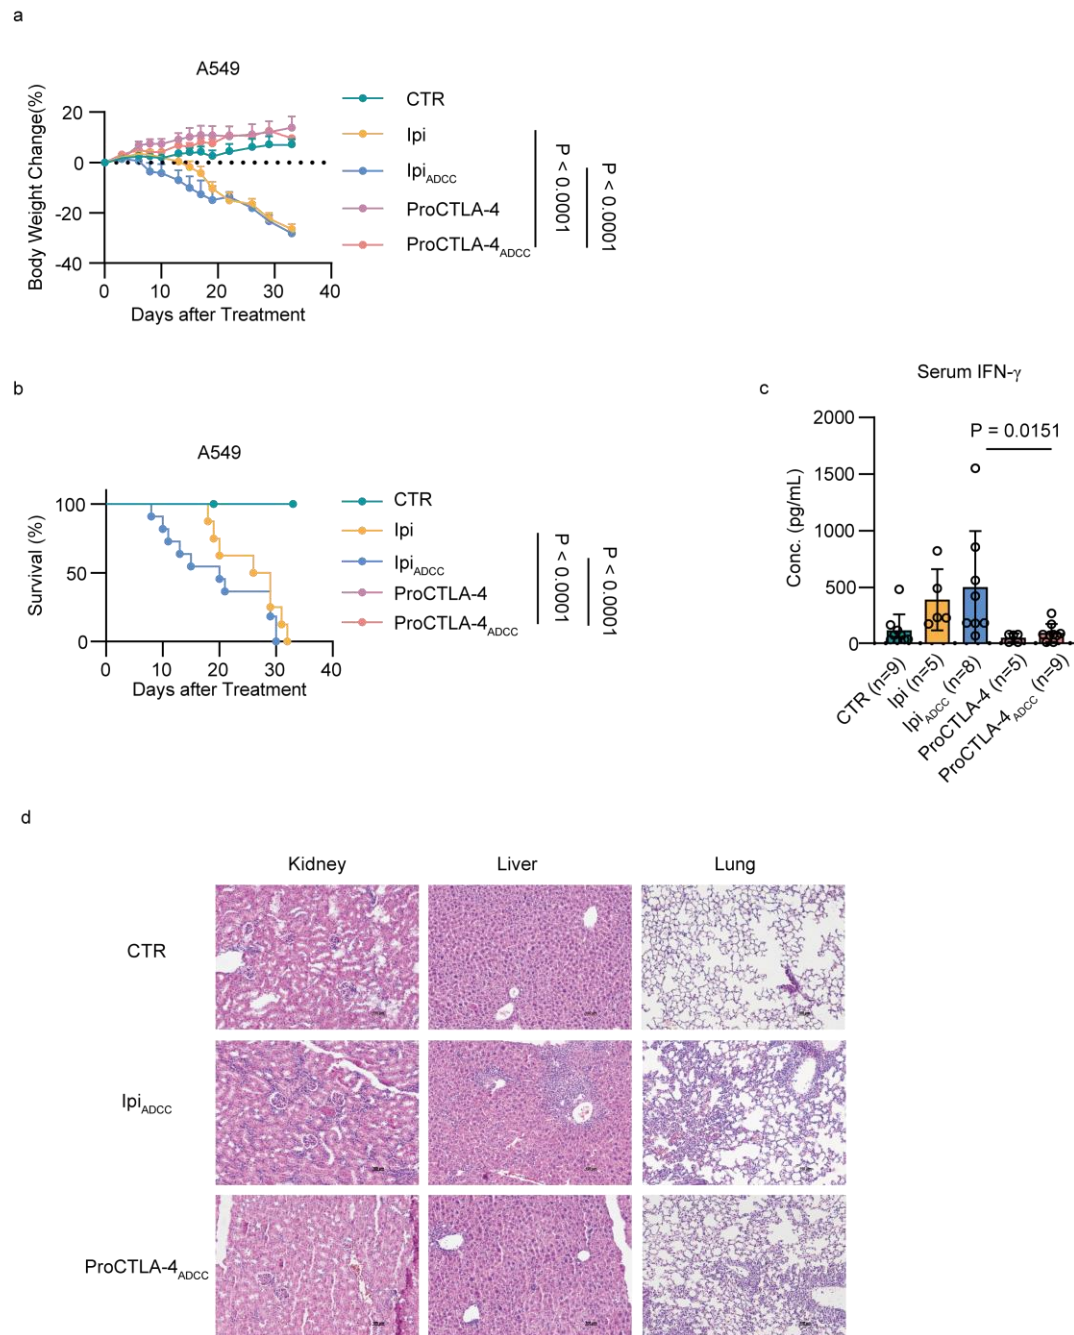

**Supplementary Figure 4. The toxicity of ProCTLA-4 with ADCC enhanced Fc.**

**a-d** A549 tumor-bearing male NSS mice were transferred 5 million human PBMCs i.v. on day 8 after tumor inoculation and were i.p. treated with PBS (CTR) (n=13), 200  $\mu$ g Ipilimumab (Ipi) (n=8), equimolar ADCC-enhanced Ipilimumab (Ipi<sub>ADCC</sub>) (n=11), ProCTLA-4 (n=9), or ADCC-enhanced ProCTLA-4 (ProCTLA-4<sub>ADCC</sub>) (n=11) on days 10, 13, and 16 after tumor inoculation. The percentage of body weight change (**a**), the percentage of survival (**b**), the serum IFN- $\gamma$  level at 24h after the third treatment (**c**), and the representative images of H&E stained paraffin sections from the kidney, liver

and lung were shown (**d**). Scale bar, 100  $\mu\text{m}$ . Data are representative of two independent experiments. Statistical analysis was performed using two-way ANOVA with Tukey's multiple comparisons test (**a**), log-rank (Mantel-Cox) test (**b**), or ordinary one-way ANOVA with multiple comparisons test (**c**).

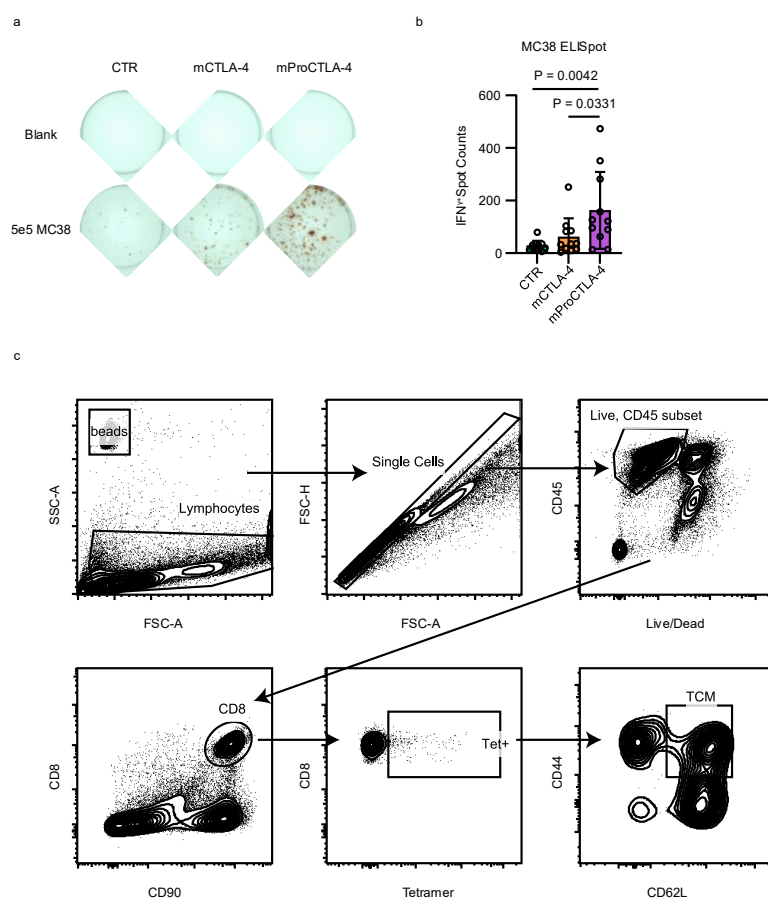

**Supplementary Figure 5. The ELISpot assay of ProCTLA-4 treated MC38 tumor.**

**a, b**, MC38 tumor-bearing male mice were i.p. treated with CTR, 40  $\mu$ g anti-mouse CTLA-4 antibody (mCTLA-4), or equimolar mProCTLA-4 (n=11/group) on days 10 and 13. Mice were euthanized at the endpoint and lymphocytes from dLN were collected for ELISpot assay. **c**, Gating strategy of Tetramer<sup>+</sup> CD8<sup>+</sup> central memory T cells (L/D<sup>-</sup>CD45<sup>+</sup>CD90<sup>+</sup>CD8<sup>+</sup>Tetramer<sup>+</sup>CD44<sup>+</sup>CD62L<sup>+</sup>). Data are representative of two independent experiments. Statistical analysis was performed using ordinary one-way ANOVA with multiple comparisons test.

# Supplementary material for: A next-generation anti-CTLA-4 probody mitigates toxicity and enhances anti-tumor immunity in mice
**Source:** Nat Commun. 2025 Oct 10;16:9029. doi: 10.1038/s41467-025-64081-y
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection BD FACSDiva™ Software; IVIS LUMINA.

Data analysis FlowJow (version 10); Graphpad Prism 10; Adobe Illustrator 2025; R(4.3.3); Cell Ranger (V.8.0.0); R package Seruat (V5.0.3); R Studio (V.2023.12.1); ggplot2 (V.3.5.1).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All data that support the findings of this study are available from the corresponding author on reasonable request.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

Reporting on race, ethnicity, or other socially relevant groupings

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Data exclusions

Replication

Randomization

Blinding

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

### Antibodies

Antibodies used

For FACS:

Anti-mCD45 (30-F11), eBioscience, 47-0451-82;

Anti-mCD90.2 (Thy-1.2), Biolegend, 105306;

Anti-mCD90.2 (Thy-1.2), Biolegend, 105306;

Anti-mCD4(GK1.5), Biolegend, 100451;

Anti-mFoxp3(fjk-16s), eBioscience, 12-5773-82;

Anti-mCD8 (KT15), MBL, K0227-4;

T-Select H-2KbOVA Tetramer-SIINFEKL-PE, MBL, TS-5001-1c;

Anti-mCD44(IM7) Biolegend, 103026;

Anti-mCD62L(MEL14), Biolegend, 104428;

Anti-mCD4(GK1.5), Biolegend, 100451;

Anti-mFoxp3(fjk-16s), eBioscience, 12-5773-82;

Anti-mCD278(ICOS)(C398.4A) Biolegend, 313520;

Purified anti-mouse CD16/32 Antibody, Biolegend, 101302;

Fixable Viability Dye eFluor™ 506, BD, 65-0866-14.

For Cytometric Bead Array: anti-mIFN- $\gamma$  and anti-mTNF, BD Cytometric Bead Array mouse inflammation Kit, 552364; anti-hIFN- $\gamma$ , BD Cytometric Bead Array human TH1/TH2/TH17 CBA Kit, 560484.

Validation

All antibodies were well-recognized clones in the field and validated by the manufacturer websites for validation data. These antibodies are routinely used in our laboratory without additional validation.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s)

B16F10, CT26 and A549 cell lines were purchased from the American Type Culture Collection. MC38 was purchased from the Cytion. Freestyle 293 F cell (R79007) was purchased from Invitrogen.

Authentication

The cell lines from manufacturers were not authenticated. The MC38-hCTLA-4 cell line was authenticated by flow cytometry.

Mycoplasma contamination

All cell lines were tested negative for the presence of mycoplasma

Commonly misidentified lines  
(See [ICLAC](#) register)

N/A

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals

C57BL/6 mice were purchased from GemPharmatech Co., Ltd (Nanjing, China). Human CTLA-4 knockin mice were obtained from were obtained from the Shanghai Model Organisms Center, Inc. (Shanghai, China). 10-day-old and 7-8-week-old mice were used for experiments.

Wild animals

The study did not involve wild animals.

Reporting on sex

Both female and male mice were used in all the experiments.

Field-collected samples

No filled collected samples were used in the study.

Ethics oversight

All mice were maintained under specific pathogen-free conditions at the Tsinghua University. All studies were approved by the Animal Care and Use Committee of the Tsinghua University.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

For Flow cytometry: Tumor tissues were collected, cut into small pieces, and re-suspended in digestion buffer (RPMLI-1640 medium with 1mg/mL type IV collagenase and 100 $\mu$ g/mL DNase I). Tumors were digested for 45 min at 37°C and then passed

|                           |                                                                                                                                                                                                             |
|---------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
|                           | through a 70-µm cell strainer to make single-cell suspensions. Single-cell suspensions were incubated with CD16/32 blocking antibody and stained with specific antibodies followed by established protocol. |
| Instrument                | Fortessa, FACS Aria(BD™)                                                                                                                                                                                    |
| Software                  | BD FACSDiva™ Software was used for acquisition. FlowJo (V10) was used for analysis                                                                                                                          |
| Cell population abundance | After sorting, the sorted population was at least 90% pure as confirmed by further passage on another flow cytometer.                                                                                       |
| Gating strategy           | The gated population is indicated in the Figure Legend or Methods.                                                                                                                                          |

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

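Single-cell RNA sequencing measured the transcripts of live CD45+ cells sorted from MC38 tumors of male mice given PBS (CTR), the CTLA-4 antibody or ProCTLA-4. The tumors of 5 mice were pooled per group, so that each of the 3 libraries is the only one of its condition. The deposited values are counts of UMIs per gene and cell barcode, which the authors made with Cell Ranger from droplet 3′ libraries aligned to mm10 (GRCm38), without normalization. The files list 32285 genes and 67075 barcodes that Cell Ranger had called as cells. The paper's limits had not been applied before deposit, since barcodes beyond each of them were in the files. Whether another filter had been applied is not known here. Everything after the counts was computed here.

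Cells were filtered as the paper's methods state, with at least 200 detected genes, at most 50000 UMIs and at most 5% mitochondrial UMIs, which left 64357 cells. Barcodes with fewer than 200 genes numbered 99 in CTR, 43 in CTLA-4 and 69 in ProCTLA-4, and barcodes over the mitochondrial limit 544, 264 and 280. After filtering the median was 17914 UMIs per cell in CTR, 14363 in CTLA-4 and 16171 in ProCTLA-4. Counts were scaled to 10000 per cell and log-transformed. From 2000 variable genes, scaled with a limit of 10, 30 principal components were taken. A graph of 20 nearest neighbors was clustered by the Leiden method at resolution 1. The study's SingleR reference and Monocle3 were not used here, so cell names come from markers and no pseudotime was computed. Links between nearest neighbors of different clusters, counted in place of pseudotime, are not reported, because clusters cut from the same neighbors have few such links by construction. The rebuilt names matter for the shares, and a difference from the study may come from these rebuilt names.

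Lists of markers for 10 cell classes and 7 CD8 subsets, the list of 18 myeloid genes, the gates, the rule for naming single genes and the other settings to be tried were fixed before the data were examined. How a cluster was scored against the markers was not: 3 versions of the score were compared with the counts per library in view before the one used was chosen. A cluster took the class with the highest mean log2 ratio of its markers to the median cluster, with 10 CPM added to both. At least 3 markers, and no fewer than were missing, had to be seen in 25% of its cells. It was left unnamed if another class had more markers among its 10 leading genes, or if it had none of its own there and a median UMI count far below that of its libraries. In the CD8 gate, limits on the score (0.3), on the margin to the next subset (0.1) and on the share of cells rich in myeloid transcripts (50%) were set after a first naming had been seen. That first naming had called cluster 5 IFN-responsive, cluster 4 naive and cluster 1 terminal Tex. The CD8 gate without Klrd1, fixed as the main one, left too few cells to name subsets, so that the gate with Klrd1 kept, fixed as its alternative, is reported in its place. The markers for intermediate Tex were misread from Fig. 5c when they were fixed and were left as they were.

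Treg cells had at least 1 UMI each of Cd3e, Cd4 and Foxp3, and were called ICOS-high at a log-normalized Icos of 2.0 or more. CD8 T cells had a UMI of Cd3e and of Cd8a or Cd8b1 within T/NK-like clusters and were clustered at resolution 0.8. A cell was called rich in myeloid transcripts when over 1% of its UMIs fell on the myeloid list. The list holds Apoe and the C1q genes, which were lower in macrophage-like cells of ProCTLA-4. The limit may thus not mean the same in each library. A stricter limit of 0.3% was used for some genes after the values were seen.

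Doublets were kept in the values reported, as the paper's methods name no doublet removal. For the alternative, doublets were simulated by adding pairs of cells, each cell was scored by the simulated doublets among 100 neighbors, and the highest scores were removed up to 0.4% per 1000 barcodes, which took out 1753 cells of CTR, 2452 of CTLA-4 and 1601 of ProCTLA-4. Of the simulated doublets, 50.5%, 55.8% and 47.8% reached the limit of each library, so that many doublets remain under this alternative.

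Shares were compared as differences in percentage points and levels as UMIs summed over the cells of a group and scaled by the sum of all their UMIs (counts per 1000 UMIs times 1000, CPM). With 1 library per condition no p-value, standard error or count of changed genes was computed. Exact binomial and Poisson 95% intervals cover counting error only. The Poisson intervals treat the UMIs of a group as independent and leave out the variation between its cells. Named genes were those in the paper's text on these data and, in macrophage-like cells and in the CD8 gate, the 5 highest and the 5 lowest in ProCTLA-4, ranked by the smaller of its log2 ratios to CTR and to CTLA-4. These ratios used a pseudocount of 1 CPM and needed 50 CPM in the higher library. Mitochondrial, ribosomal, haemoglobin and variable receptor genes were left out. Mmp14, Fcgr1, Fcgr2b, Fcgr3, Fcgr4, Xist and genes of the Y chromosome were also fixed in advance. Genes named outside this rule were chosen after their values were seen. They are the leading genes of clusters, Ptprc, Apoe, the C1q genes, Cx3cr1, Mki67 and the genes of the fibroblast-like cluster. Positions of genes are those of the GRCm38 annotation, counted from 1.

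The alternatives were a mitochondrial limit of 10%, doublets removed, resolution 2, cells named one by one, Icos limits of 1.5 and 2.5, a Treg gate without Cd4, all cells gated, thinning to 3000 UMIs, the CD8 gate without Klrd1, CD8 resolution 1.5, cells rich in myeloid transcripts removed and a minimum of 200 CPM. Added after the data were seen were no upper UMI limit, naming without regard to the leading genes, T/NK-like cells rich in myeloid transcripts left out, Treg cells as a share of all cells, CD8 clustering without genes at 4 or more times the level in myeloid cells, and CD8 clusters named by their highest score alone.

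The steps were tested on simulated data. The ranking of genes for ProCTLA-4 against CTR and CTLA-4, run on 3626 genes, found all 200 genes that had been changed, with a median error of 0.06 in log2. Clustering on 32285 genes recovered 3 of 3 simulated groups, and the doublet score found 289 of 300 simulated doublets (96.3%) over the same genes. Counts were drawn with Poisson noise only from the mean profile of CTR, and simulated doublets joined cells of different groups only. The ranking was run without mixed barcodes or a shift in the mix of cells. These tests thus check the steps and not how well they work in these libraries. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, leidenalg 0.10.2, igraph 0.11.9, numba 0.67.0 and matplotlib 3.10.9.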

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

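Of the tests below, those on myeloid RNA in the CD8 gate were chosen only after the result was seen, while the test on the mix of macrophage-like clusters was written beforehand. The genes in this part come from outside those the paper discusses, with 1 library per condition and so no replicate check. The genes called highest were above both other libraries in ProCTLA-4 by more than the counting error.

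In macrophage-like cells the 5 genes highest in ProCTLA-4 had log2 ratios to CTR of 2.48 for Plac8, 2.93 for Gm15726, 2.35 for Retnla, 3.03 for Ifi205 and 4.82 for Serpinb2. Their levels in CTR, CTLA-4 and ProCTLA-4 were 37.5, 68.9 and 214 CPM for Plac8, 10.8, 30.0 and 89.2 for Gm15726, 29.7, 55.7 and 155 for Retnla, 10.6, 34.4 and 93.6 for Ifi205, and 2.93, 42.1 and 110.2 for Serpinb2. CTLA-4 thus lay between the other libraries for all 5 genes. Gm15726 is annotated as an antisense gene on chromosome X from 169979047 to 169985232, and since it is not known here whether the counting used strand, its value is uncertain. Plac8 was also among the fixed markers of monocytes. The lowest genes were Top2a, Tpx2, Hist1h1b, Cenpf and Pclaf, all of the cell cycle, with log2 ratios to CTR of −2.63, −2.46, −2.94, −2.40 and −2.58.

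A change in the mix of macrophage-like clusters was tested first, for the 5 highest genes only. Within clusters with at least 100 cells in every library, the 5 genes were higher in ProCTLA-4 than in CTR beyond the intervals in 25 of 30 comparisons, which argues against the mix of clusters as the whole cause for the set of genes. This did not hold for each gene in each cluster. Retnla was lower in cluster 8, at 19.7 CPM (17.2 to 22.4) in CTR and 2.81 (1.96 to 3.91) in ProCTLA-4, and not higher in cluster 23, at 5.31 and 2.48. Gm15726 was within the intervals in clusters 17 (14.5 and 19.5) and 23 (112 and 133), and Serpinb2 in cluster 3 (1.32 and 1.69). Clusters 5, 12, 14 and 21 had fewer than 100 cells in ProCTLA-4 and were outside the test. Beyond the intervals, Plac8 was lower there in clusters 5 (35.3 and 19.4 CPM) and 21 (25.2 and 10.7), and higher in clusters 12 and 14. Retnla was lower in clusters 5, 12 and 14 and higher in cluster 21. In cluster 21 its 487 UMIs in ProCTLA-4 came from 4.17% of 24 cells, so the intervals understate the uncertainty there. The other genes were lower beyond the intervals in none of these clusters. Cluster 9 had 67 cells in CTR and so was outside the test too. It rose from 0.327% of CTR to 7.38% of ProCTLA-4 and held 7287 of the 10890 Serpinb2 UMIs and 5468 of the 8816 Gm15726 UMIs of macrophage-like cells in ProCTLA-4. Within cluster 9 Serpinb2 was 119 (99.9 to 142) and 243 (237 to 248) and Gm15726 99.5 (81.8 to 120) and 182 (177 to 187). Cluster 17 held 13424 of the 15337 Retnla UMIs of macrophage-like cells in ProCTLA-4. It had 377 of 15079 macrophage-like cells in CTR and 377 of 4498 in ProCTLA-4. Within it Retnla was 845 CPM in CTR and 1978 in ProCTLA-4. Part of the rise of Serpinb2, Gm15726 and Retnla may therefore come from the mix. How large this part is was not tested. The list itself depended on the processing, since only 4 of its 10 genes were on the list with doublets removed. RNA of monocytes in the same barcodes was not tested for these genes, and effects of the treatment, of the pooled mice and of library preparation each stay open in a design with 1 library per condition.

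In the CD8 gate the 5 genes highest in ProCTLA-4 had log2 ratios to CTR of 2.18 for Slfn4, 3.05 for Met, 1.51 for S100a9, 1.30 for Vcan and 2.78 for Ifi205. Their levels in CTR, CTLA-4 and ProCTLA-4 were 13.9, 26.1 and 66.8 CPM for Slfn4, 13.9, 52.1 and 123 for Met, 23.9, 31.2 and 70.0 for S100a9, 33.5, 37.5 and 84.0 for Vcan, and 17.3, 56.1 and 124 for Ifi205. S100a9 and Vcan were among the fixed markers of neutrophils and monocytes, and none of the 5 genes was on the list of 18 myeloid genes used to divide the cells. The lowest genes were Mir99ahg, Fcrls, Ccl12, Ccl8 and Cbr2, with log2 ratios to CTR of −3.40, −4.77, −2.52, −2.03 and −4.09.

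RNA of a myeloid cell in the same barcode may account for these genes in the CD8 gate. In ProCTLA-4 the 5 highest genes summed to 629 CPM in gate cells rich in myeloid transcripts and to 143 in the other gate cells, a factor of 4.40, and to 19.0 in cells with at most 0.3% of UMIs on the list. Myeloid classes of that library held 1153 CPM. For the 5 lowest genes the same factor was 8.80, from 188 to 21.3 CPM, with 4.84 under the stricter limit. In CTR the highest genes did not differ in this way, at 102 and 115 CPM, but the second value rests on 14 UMIs and has an interval from 63.0 to 193. Another criterion was tried between, namely whether ProCTLA-4 still differed from CTLA-4 among gate cells with few myeloid transcripts. For the highest genes it did, by a factor of 3.18 (2.65 under the stricter limit). For the lowest genes it did not at 1%, with a factor of 0.925, but did under the stricter limit, with 0.423. Since the myeloid classes themselves differed between these libraries by 2.65 and 0.497, small remains of their RNA would give such factors as well, and the first criterion was taken back. A change in the T cells themselves stays open as an untested biological explanation for what is left.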

How the results depend on the processing

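No test of an explanation is reported in this part, and of the alternatives, those introduced below as added were chosen only after the result was seen. No paired analysis was possible because each condition is 1 library. Differences are ProCTLA-4 minus CTR and ProCTLA-4 minus CTLA-4, in percentage points unless stated otherwise. Values called unmoved stayed within the counting interval of the value reported, and those below left it. The cause was not tested for any of them, except where the alternative's own construction shows it.

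All differences in class shares kept their direction in all 62 values, of which 40 were planned and 22 added. Of these, 43 moved. As reported they were 16.5 and 14.0 for T/NK-like, 9.85 and 6.42 for neutrophil-like, 25.5 and 10.8 for monocyte-like, −50.3 and −23.1 for macrophage-like and 4.36 and 2.65 for DC-like cells. With cells named one by one they were 10.4 and 8.77 for T/NK-like, 29.5 and 17.2 for monocyte-like, −52.1 and −34.9 for macrophage-like and 2.91 and 1.48 for DC-like cells. With doublets removed they were 14.2 and 12.5 for T/NK-like, 28.5 and 9.39 for monocyte-like, −46.1 and −20.8 for macrophage-like and 2.03 and 0.947 for DC-like cells, and 9.36 against CTR for neutrophil-like cells. At resolution 2 they were 15.8 and 13.3 for T/NK-like, −48.1 and −19.3 for macrophage-like and 1.93 and 0.918 for DC-like cells, and 26.7 against CTR for monocyte-like cells. At a mitochondrial limit of 10% they were 24.3 and 9.82 for monocyte-like, −59.4 and −26.7 for macrophage-like and 1.93 and 0.907 for DC-like cells. Of the added alternatives, no upper UMI limit gave 18.0 and 15.7 for T/NK-like, 22.0 and 8.85 for monocyte-like, −43.8 and −14.6 for macrophage-like and 2.00 and 0.957 for DC-like cells. Naming without regard to the leading genes gave 22.2 and 8.02 for monocyte-like cells, and −31.9 against CTLA-4 for macrophage-like cells. Leaving out T/NK-like cells rich in myeloid transcripts gave 10.7 and 9.14 for T/NK-like cells, by construction. The neutrophil-like difference to CTLA-4 was unmoved throughout.

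The Treg shares kept their direction in 21 of 24 values (20 planned, 4 added), 3 moved and 1 is counted as reversed. The other 2 values of opposite sign are differences to CTLA-4, which as reported were within counting error and so had no direction to reverse. The difference in ICOS-high cells to CTR was −3.85 as reported and −1.21 at an Icos limit of 2.5, which takes fewer cells by construction. The difference in all Treg cells to CTR was −12.6 as reported and −2.00 with cells thinned to 3000 UMIs, where the interval from −7.77 to 0.0700 includes 0. Thinning left out 8 shallower cells with Cd3e in CTR, 26 in CTLA-4 and 178 in ProCTLA-4. The added alternative took all cells as the denominator. The difference to CTR then reversed for ICOS-high cells, to 0.00789, and moved for all Treg cells, to −0.00166. Both intervals, −0.0399 to 0.0575 and −0.0796 to 0.0773, include 0, and the cause was not tested. The differences to CTLA-4 were −0.885 for all Treg cells and −0.254 for ICOS-high cells as reported, both within counting error. As shares of all cells both changed sign, to 0.0789 (0.0169 to 0.148) and 0.0315 (−0.00677 to 0.0771), the first beyond counting error, and the cause was not tested. With doublets removed the difference for all Treg cells was −1.38 (−3.23 to −0.0165), also beyond it. ICOS-high cells numbered 9, 5 and 10. The ratio of Ctla4 in ICOS-high to ICOS-low cells stayed above 1 in all 6 values over the 3 libraries together. It moved to 2.49 and 6.43 at Icos limits of 1.5 and 2.5. In single libraries 5 of 17 values moved, and 1 fell below 1, with 0.917 in CTLA-4 after thinning, from 2 and 1 cells.

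The effector-memory share of the CD8 gate kept its direction in all 12 values (8 planned, 4 added) and 5 moved. As reported the differences were 9.97 and 7.41. They were 19.1 and 21.1 without Klrd1, where the interval against CTR runs from −29.3 and so includes 0. The cluster named so without Klrd1 had other leading genes, and whether it is the same subset was not tested. The differences were 13.0 and 9.32 with doublets removed, and 11.9 against CTR with cells rich in myeloid transcripts removed, where the interval from −12.9 to 14.1 also includes 0. For IFN-responsive and intermediate Tex cells no values could be set beside a main one, because no cluster bore these names.

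Ifit1 and Isg15 in the CD8 gate kept their direction in all 12 values and 6 moved. The differences in Ifit1 were 21.7 and 6.92 CPM as reported and 45.0 and 49.8 without Klrd1. Those in Isg15 were 93.5 and 30.99 CPM as reported. They were 74.1 and 22.3 with doublets removed, 52.8 against CTR with cells rich in myeloid transcripts removed, and 45.5 against CTLA-4 without Klrd1.

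The lists of 10 genes with the largest changes were the least stable. In macrophage-like cells 4 genes were shared with the list reported when doublets were removed, and 3 at a minimum of 200 CPM, which leaves fewer genes to choose from. In the CD8 gate these numbers were 6 and 1. The named genes themselves kept their direction in all 22 values that met the minimum level in CPM, and 15 moved. With doublets removed, Retnla in macrophage-like cells and S100a9 in the CD8 gate fell below this minimum and were not counted. Their log2 ratios to CTR were then 1.36 and 0.273. For S100a9 the intervals of CTR (24.1 to 38.7 CPM) and ProCTLA-4 (35.3 to 39.6) overlapped, so its rise was within counting error.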

Differences from the paper's values

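No test of an explanation is reported in this part, and the alternatives marked as added were chosen only after the result was seen. The study's values come from its source data for Fig. 3g and otherwise from its figures, read by eye. All cell names behind the values computed here are rebuilt, and whether a difference comes from the names was not tested.

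ICOS-high Treg cells as a share of CD3+ T cells were 4.27% in CTR, 0.668% in CTLA-4 and 0.415% in ProCTLA-4. The paper's values in its source data for Fig. 3g are 2.07%, 1.36% and 0.679%. The paper's methods identify a cluster of Treg cells, while the gate here was applied cell by cell. For CTR, of the settings fixed in advance, those with an Icos limit of 2.5 (1.42%) and with thinning (2.30%) no longer differed by more than 1.5 times, while an Icos limit of 1.5, a gate without Cd4, all cells gated and doublets removed still did. For CTLA-4, an Icos limit of 1.5 (1.07%), a gate without Cd4 (0.936%) and doublets removed (0.963%) no longer differed, while an Icos limit of 2.5, all cells gated and thinning still did. For ProCTLA-4, an Icos limit of 1.5 (0.664%), a gate without Cd4 (0.498%) and doublets removed (0.527%) no longer differed, while the others still did. No single setting closed the gap in all 3 libraries. In both sets of values CTR was highest and ProCTLA-4 lowest. The paper states that this share was lower with ProCTLA-4 than with CTLA-4. Here that difference, −0.254 percentage points with an interval from −1.16 to 0.315, was in the same direction and within counting error.

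Shares in Fig. 3d are of all cells, as here. T/NK cells, neutrophils and fibroblasts did not differ by more than 1.5 times in any library compared. Monocyte-like cells were 5.79% in CTR, against the paper's about 3% in Fig. 3d, read by eye, and none of the settings fixed in advance (cells named one by one, resolution 2, mitochondrial limit of 10%, doublets removed) came within 1.5 times. In CTLA-4 they were 20.5%, against the paper's about 13% in Fig. 3d, read by eye. Naming cells one by one (17.2%) no longer differed, and the other settings fixed in advance did.

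Macrophage-like cells were 46.4% in CTLA-4, against the paper's about 72% in Fig. 3d, read by eye. In ProCTLA-4 they were 23.3%, against the paper's about 38% in Fig. 3d, read by eye. Naming cells one by one gave 74.9% and 40.0% and no longer differed, while resolution 2, the mitochondrial limit of 10% and doublets removed still did. Naming without regard to the leading genes, an alternative chosen after seeing the values, gave 58.04% and 26.1% and no longer differed.

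DC-like cells were 0.810% in CTR, against the paper's about 3% in Fig. 3d, read by eye, and 2.51% in CTLA-4, against the paper's about 6% in Fig. 3d, read by eye. None of the settings fixed in advance, and neither of the added ones, came within 1.5 times.

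The CD8 gate held 102 cells in CTR, against the paper's about 250 in Fig. 5d, read by eye, and 1916 in ProCTLA-4, against the paper's about 2900 in Fig. 5d, read by eye. Without Klrd1, which the paper uses to identify its CD8 cluster, the gate by single cells held 6 and 95 cells, and both still differed. The number in CTLA-4, 509, was within 1.5 times of the paper's.

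The paper reports IFN-responsive Tex cells and states that they were more abundant with ProCTLA-4. No cluster bore this name here, so that their share of the gate was 0 in every library, against the paper's about 10% in CTR, about 28% in CTLA-4 and about 51% in ProCTLA-4 in Fig. 5d, read by eye. Every setting fixed in advance (Klrd1 left out, resolution 1.5, doublets removed, cells rich in myeloid transcripts removed) also gave 0 and still differed. With clusters named by their highest score alone, a setting chosen after seeing the values, the shares were 3.92%, 6.88% and 9.39% and still differed.

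The paper states that intermediate Tex cells decreased with ProCTLA-4. No cluster bore this name here either, so that the share was 0 in every library, against the paper's about 58% in CTR, about 31% in CTLA-4 and about 8% in ProCTLA-4 in Fig. 5d, read by eye. Of the genes scored for this name, Il1b and Lgals3 were also on the myeloid list that could withhold it. A share of 0 is therefore no evidence that the subset was absent. Of the settings fixed in advance, removing the cells rich in myeloid transcripts gave 23.1%, 10.2% and 7.94%, which no longer differed in ProCTLA-4 and still did in the others. Klrd1 left out, resolution 1.5 and doublets removed gave 0 and still differed. With clusters named by their highest score alone, a setting chosen after seeing the values, the shares were 59.8%, 40.9% and 28.5%, which no longer differed in CTR and CTLA-4 and still did in ProCTLA-4. Cluster 3 alone, whose share was set beside these after seeing the values, held 59.8%, 31.8% and 8.56%. Whether it holds the same cells as the paper's subset was not tested.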

Other observations

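Tests chosen only after the result was seen were those on random pairing of cells and on myeloid RNA behind Ifit1, Isg15, Cx3cr1 and Ctla4. So were those on a lower yield of macrophages and on Ctla4 in fibroblast-like cells. The tests on Apoe and the C1q genes concern genes that were themselves chosen after their values were seen. The other tests were written beforehand. In all tests of this part each condition is 1 library. The treatment, the pooled mice and the library preparation thus stay open together wherever libraries are compared.

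Many cells of the CD8 gate carried transcripts of macrophages. Free RNA was tested as their source. It would give all clusters a like share, but the highest median share among clusters was 23.2 times the lowest in CTLA-4 and 25.1 times in ProCTLA-4, which argues against it. CTR had only 2 clusters of at least 20 cells for this comparison. Doublets of a T cell and a macrophage would hold more UMIs. Gate cells rich in myeloid transcripts had at least 2.38 times the median UMIs of the other gate cells in every library. Of these rich cells 19.1% were called doublets in CTR, 47.4% in CTLA-4 and 39.3% in ProCTLA-4. Of the others 0%, 0% and 3.45% were. These values go with doublets, but in every library the share lay below that of simulated doublets that reached the limit. The simulated shares were 50.5% in CTR, 55.8% in CTLA-4 and 47.8% in ProCTLA-4, and the gap was widest in CTR. Pairing at random in the droplets would mix every type alike. Cells of the gate were rich in myeloid transcripts at least 6.80 times as often as fibroblast-like cells of the same library, which argues against random pairing as the whole cause. NK-like cells with at least 3 UMIs of Ncr1 and none of Cd3e lay between, at 60.9%, 24.6% and 11.7% in CTR, CTLA-4 and ProCTLA-4. T cells and myeloid cells that stuck together before loading, or T cells that had been taken up, are hypotheses that were not tested.

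The intermediate Tex share could be smaller in ProCTLA-4 because fewer macrophages were there to form doublets with. This cannot be told apart from a change in the T cells, because only 13 cells of CTR were left in the gate once cells rich in myeloid transcripts were removed.

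The T/NK-like share was higher in ProCTLA-4. Depth was tested as a cause, and the ProCTLA-4 library had 0.944 times the median UMIs of CTR and fewer barcodes, which argues against it. A lower yield of macrophage-like cells alone would raise all other classes by one factor. Fibroblast-like cells changed by a factor of 0.565 (0.498 to 0.640) from CTR to ProCTLA-4 while T/NK-like cells changed by 10.0 and neutrophil-like cells by 35.2 (27.2 to 46.4), which argues against this as the whole cause. A change in the number of tumor cells or in the sort stays open.

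The fibroblast-like cluster may hold cells of the MC38 line in place of fibroblasts of the mice. The mice were male, and Xist had 27 UMIs in all cells. Ddx3y was 118 CPM in macrophage-like cells and 11.7 in this cluster, a ratio of 0.0989. The ratios of Eif2s3y, Kdm5d and Uty were 0.0924, 0.0837 and 0.0645. A separate cluster of 18 cells, led by Col1a1 and Col1a2, was set beside it. It had Ddx3y at 111 CPM (84.7 to 142) and Uty at 90.7 (67.3 to 120), against 118 and 132 in macrophage-like cells, but Eif2s3y at 30.8 (18.0 to 49.4) against 78.3 and Kdm5d at 9.07 (2.95 to 21.2, from 5 UMIs) against 15.7. Male fibroblasts may thus hold less of some of these genes than macrophages do. The ratios of the larger cluster lay at or below 0.0989 for all of them, which is consistent with cells that lack a Y chromosome. The larger cluster had Hmga2 at 1014, Sox9 at 747 and Dcn at 429 CPM, but Col1a1 only at 24.0. The keratin genes Krt8 and Krt18 had 1 and 0 UMIs in it, so that it was not named carcinoma. The sex of the MC38 line was not tested.

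Ctla4 had UMIs in these fibroblast-like cells. Among those with few myeloid transcripts its level was 12.9 CPM in CTR, 12.2 in CTLA-4 and 15.2 in ProCTLA-4, with a UMI in 28.2% of cells at a median of 28322 UMIs. Free RNA from T cells would bring Icos along. Yet in ProCTLA-4 these cells held 4.19 times as many Ctla4 UMIs per Icos UMI as the T/NK-like cells, from 47 Icos UMIs. The factors of 136 in CTR and 124 in CTLA-4 each rest on 1 Icos UMI, so their size is uncertain. Ctla4 per Icos was higher than in T/NK-like cells in each library, which argues against free RNA. Expression by these cells is a hypothesis, with reads from another transcript on the Ctla4 gene not tested.

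Apoe and the C1q genes were lower in macrophage-like cells of ProCTLA-4. Apoe was 1697 CPM in CTR, 576 in CTLA-4 and 335 in ProCTLA-4, and C1qa 1609, 817 and 474. A change in the mix of clusters was tested in 6 clusters with at least 100 cells per library, none of them led by these genes. Apoe fell in each, from a log2 ratio of −3.56 to one of −1.53. C1qa, C1qb and C1qc also fell beyond the intervals in 6 of 6, which argues against the mix as the whole cause. Clusters 5 and 12 were outside the test and held 126589 and 147869 of the 518635 Apoe UMIs of macrophage-like cells in CTR. They fell from 14.0% and 10.5% of CTR to 0.358% and 0.0985% of ProCTLA-4. Within cluster 12 C1qa (2728.5 and 2599.6 CPM) and C1qc (2846.5 and 2710.9) stayed within the intervals, while Apoe and C1qb fell. Part of the fall may therefore come from the mix, and how large this part is was not tested. Free RNA would change other cells as much. In fibroblast-like cells with few myeloid transcripts the difference in Apoe between CTR and ProCTLA-4 was 51.8 CPM, which is 0.0380 of the 1363 CPM in macrophage-like cells, and this argues against free RNA. A difference between the macrophages of the groups is a hypothesis, found and tested on the same data.

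Ctla4 was higher in ICOS-high than in ICOS-low Treg cells, and RNA of a myeloid cell in the same barcode could lower Icos and Ctla4 together, as shares of all UMIs. Per 100 UMIs of 5 T cell receptor genes, which such RNA leaves alone, Ctla4 was 70.4 (64.0 to 77.3) in ICOS-high and 59.2 (54.6 to 64.0) in ICOS-low cells. The ratio fell from 3.01 to 1.19. The intervals are apart by less than the digits printed, in favor of a remaining difference. With at most 1% myeloid UMIs the values were 81.8 and 37.7, the second from 3 cells, and in the cells above 1% the order was reversed, at 45.2 and 61.5. How much of the ratio such RNA makes cannot be told apart from a difference between the cells, because only 3 ICOS-low cells had few myeloid transcripts. Il10 was 35.7 CPM (18.5 to 62.4) in ICOS-high and 36.2 (27.0 to 47.4) in ICOS-low cells, and Mki67 was 170 (129 to 220) and 180 (159 to 203). In CPM neither differed by more than the counting error. Per 100 receptor UMIs both were lower in ICOS-high cells, beyond the intervals, with Il10 at 1.90 (0.981 to 3.32) against 4.86 (3.63 to 6.37) and Mki67 at 9.02 (6.83 to 11.7) against 24.2 (21.3 to 27.3). In cells with at most 1% myeloid UMIs the intervals overlapped for both genes. Whether myeloid RNA adds these transcripts to ICOS-low cells was not tested, so neither scale settles the comparison.

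Ifit1 and Isg15 in the CD8 gate may come in part from myeloid RNA. In ProCTLA-4, Isg15 was 155 CPM in gate cells rich in myeloid transcripts, 2.24 times its level in the others. For the difference from CTLA-4 a stricter limit was used, of at most 0.3% of UMIs on the myeloid list, which left 11, 157 and 746 cells. Isg15 was then 14.3 (8.75 to 22.1) in CTLA-4 and 32.7 (29.3 to 36.4) in ProCTLA-4, a ratio of 2.29. Monocyte-like cells held less Isg15 in ProCTLA-4 than in CTLA-4, which argues against their RNA as the whole cause of this ratio. Levels of Isg15 in the other myeloid classes were not compared here, so that small remains of their RNA stay open. Ifit1 was 9.31 (4.96 to 15.9) and 10.1 (8.23 to 12.2), a ratio of 1.08, within counting error. For Ifit1, myeloid RNA cannot be told apart from a change in the T cells, because CTLA-4 had too few UMIs of this gene.

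Cx3cr1 in the CD8 gate was lower in ProCTLA-4 than in CTR, and RNA of macrophages could raise it in CTR. Among gate cells with at most 1% myeloid UMIs it was 41.2 CPM (13.4 to 96.1) in CTR, 44.4 in CTLA-4 and 50.7 in ProCTLA-4, so that the fall was gone, as such RNA would have it. The CTR value rests on 5 UMIs, and under the stricter limit it was 74.1 with an interval from 24.1 to 173. With so few UMIs in CTR, the explanation cannot be told apart from a change in the T cells.

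Mmp14 encodes a protease of the tumor environment that was fixed for a look in advance, as ProCTLA-4 is cleaved there. In macrophage-like cells it was 145 CPM in CTR, 170 in CTLA-4 and 185 in ProCTLA-4, and in fibroblast-like cells 117, 120.2 and 124. Of the Fc receptor genes in macrophage-like cells, Fcgr4 was 70.04 CPM in CTR, 137 in CTLA-4 and 163 in ProCTLA-4. Fcgr3 was 489, 561 and 579, Fcgr2b 1257, 1156 and 1079, and Fcgr1 100.1, 95.9 and 99.0. No explanation was tested for these genes.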
